# SPT6 promotes epidermal differentiation and blockade of an intestinal-like phenotype through control of transcriptional elongation

**DOI:** 10.1038/s41467-021-21067-w

**Published:** 2021-02-04

**Authors:** Jingting Li, Xiaojun Xu, Manisha Tiwari, Yifang Chen, Mackenzie Fuller, Varun Bansal, Pablo Tamayo, Soumita Das, Pradipta Ghosh, George L. Sen

**Keywords:** Transcription, Skin stem cells, Stem-cell differentiation

## Abstract

In adult tissue, stem and progenitor cells must tightly regulate the balance between proliferation and differentiation to sustain homeostasis. How this exquisite balance is achieved is an area of active investigation. Here, we show that epidermal genes, including ~30% of induced differentiation genes already contain stalled Pol II at the promoters in epidermal stem and progenitor cells which is then released into productive transcription elongation upon differentiation. Central to this process are SPT6 and PAF1 which are necessary for the elongation of these differentiation genes. Upon SPT6 or PAF1 depletion there is a loss of human skin differentiation and stratification. Unexpectedly, loss of SPT6 also causes the spontaneous transdifferentiation of epidermal cells into an intestinal-like phenotype due to the stalled transcription of the master regulator of epidermal fate P63. Our findings suggest that control of transcription elongation through SPT6 plays a prominent role in adult somatic tissue differentiation and the inhibition of alternative cell fate choices.

## Abstract (web summary)

The role of RNA polymerase II (Pol II) recruitment during adult stem cell differentiation is well understood, but not that of Pol II elongation. Here, the authors show that 30% of epidermal stem cell differentiation genes depend on SPT6 and PAF1 for Pol II elongation, and SPT6 loss leads to an intestine-like phenotype.

## Introduction

Stem and progenitor cells in the basal layer of the epidermis must maintain a tight balance between self-renewal and differentiation to achieve homeostasis^1^. Failure to properly differentiate is the basis for more than 100 human genetic skin diseases that can impact up to 20% of the population^2^. Thus, a tremendous amount of effort has been focused on elucidating the pathways and factors involved in the differentiation process. As basal layer stem and progenitor cells differentiate, they exit out of the cell cycle, detach from the basement membrane and progressively migrate upwards to form the spinous and then the granular layers of the epidermis. Terminal differentiation results in the formation of the stratum corneum which is essential for skin barrier function. Central to this process is the transcription factor P63 which is necessary for both epidermal growth and differentiation with mutations in this gene leading to a variety of skin genetic disorders such as Ectrodactyl-Ectodermal Dysplasia Clefting Syndrome (EEC)^3–7^. Work by our lab and others have also shown a prominent role for the transcription factors ZNF750, KLF4, MAF, MAFB, GRHL1, OVOL1, GRHL3, EHF, and CEBP alpha/beta in promoting differentiation^8–16^. The differentiation program can be controlled at the transcription initiation stage through the recruitment of RNA polymerase II (Pol II) to promoters by specific DNA binding transcription factors. However, there may be additional regulatory steps downstream of transcription initiation such as promoter proximal pausing/transcription elongation that could potentially be a major regulator of the differentiation process^17^.

Pol II pausing was first characterized in *Drosophila* heat shock genes and subsequently in the human *MYC* gene where there are much higher levels of Pol II near their promoters than gene bodies suggesting control at the elongation level^18–20^. Pol II can then escape pause and proceed into productive elongation upon the appropriate stimulus such as stress (heat shock genes) or serum (*MYC*). More recent genome-wide studies have found that promoter proximal pausing regulates developmental genes in both *Drosophila* embryos and murine and human embryonic stem cells (ESCs)^21–24^. Actively transcribed genes in ESCs were also subject to promoter-proximal pausing suggesting the importance of this mode of gene regulation^21^. It is currently unclear whether there is any role for control of transcription elongation in adult cell fate transitions such as during somatic tissue differentiation.

Pol II pauses after being recruited to gene promoters by transcription factors on a significant portion of metazoan genes^25^. It pauses within the first 20–60 bp downstream of the transcription start site (TSS) after synthesis of a short nascent RNA and remains paused until receiving further signals for elongation^26^. Promoter paused Pol II is enriched for serine 5 (Ser5) phosphorylation in its C terminal domain (CTD) and bound by the DRB sensitivity-inducing factor (DSIF: SPT4 and SPT5) and negative elongation factor (NELF)^27,28^. Productive elongation occurs when positive elongation factor b (P-TEFb: CDK9 and Cyclin T) phosphorylates DSIF, NELF, serine 2 (Ser2) of Pol II’s CTD^29^ and CTD linker^30^. Phosphorylated NELF dissociates from the complex which allows Ser2 Pol II, DSIF, PAF complex, and SPT6 to enter in the elongation phase of transcription^30,31^. Loss of NELF binding allows PAF association with Pol II, while CTD linker phosphorylation recruits SPT6^30^. Association with SPT6 and PAF allows conformational changes in the DSIF clamps, which may drive the polymerase forward to promote elongation^30^. Elongation can also be enhanced by association with the super elongation complex (ELL1/2/3, EAF1/EAF2, AFF1/AFF4, AF9/ENL, and pTEFb), which is necessary for the expression of rapidly induced genes^17^. Upon promoter pause escape, the elongating Pol II must also overcome the nucleosome barrier through association with the histone chaperones FACT (SPT16 and SSRP1) and SPT6^32–34^. FACT and SPT6 both have histone chaperone activity allowing them to facilitate the disassembly and reassembly of nucleosomes as Pol II passes through resulting in productive elongation.

SPT6 interacts with both histones H3 and H4 to disassemble and reassemble nucleosomes to allow passage of Pol II during elongation^35,36^. Spt6 has also been found to increase the elongation rate of Pol II on naked DNA and in *Drosophila* S2 cells^37,38^. It can also regulate the expression of lncRNAs through the redistribution of H3K36me3 marks^39^. Spt6 is necessary to promote murine ESC self-renewal by preventing the polycomb repressive complex from silencing super enhancers controlling the expression of pluripotency transcription factors^40^. Surprisingly, whether SPT6 has any role in adult stem cell homeostasis and lineage differentiation is unknown.

Here, we show that epidermal genes, including ~30% of induced differentiation genes already contain paused Pol II in undifferentiated, proliferating epidermal cells, which is released into productive elongation upon differentiation. Through a small RNAi screen of factors involved in transcription elongation, we identify SPT6 as being necessary to promote epidermal differentiation. SPT6 promotes the elongation of genes that encode transcription factors and structural proteins that are essential for the differentiation process. In the absence of SPT6, Pol II is stalled at promoter/TSS regions of differentiation genes which inhibits human skin stratification and differentiation. In the same genetic pathway as SPT6, PAF1 depletion blocks epidermal differentiation due to a loss of transcription elongation of differentiation genes. Unexpectedly, SPT6 loss not only prevents skin stratification but also results in the transdifferentiation of epidermal cells into an intestinal-like phenotype. This is due to Pol II pausing and subsequent loss of expression of the master regulator of epidermal fate, P63, upon SPT6 depletion. Importantly, ectopic expression of P63 in SPT6 depleted cells can block the expression of intestinal genes. Our results suggest that control of transcription elongation through SPT6 plays a prominent role in adult somatic cell fate choices.

## Results

### Promoter proximal pausing and subsequent transcription elongation regulates epidermal differentiation

To investigate whether Pol II is already bound to differentiation genes in epidermal stem and progenitor cells and how it changes upon induction of differentiation, we performed Pol II ChIP-Seq in primary human keratinocytes cultured in proliferation (subconfluent) and differentiation (confluent with 1.2 mM calcium for 3 days) conditions (Fig. 1a and Supplementary Data 1 and 2). 

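Pol II was immunoprecipitated from primary human keratinocytes, the epithelial cells of the epidermis grown in culture, in 3 proliferation and 3 differentiation samples, with 1 input sample for each condition. The authors trimmed the reads, aligned them to hg19, removed duplicates and called peaks. One peak list per condition was used here, so no test across replicates was made, and the paper's text does not name how the triplicates were combined into a list. A peak list carries no read depth, which is therefore unknown. The proliferation list held 35070 peaks with a median width of 1023 bp that covered 62.6 Mb, and the differentiation list held 37614 peaks with a median width of 662 bp that covered 42.3 Mb. The score of each peak is the authors' own, ran from 40 to 1000 in both lists and was used to rank or filter peaks within a list. In the proliferation list 343 peaks tied at 1000, as did 274 in the differentiation list, so no order among the strongest peaks could be given. Peaks that overlapped by at least 1 bp were counted as shared. By this count 17924 proliferation peaks (51.1%) overlapped a differentiation peak, and 22560 differentiation peaks (60.0%) overlapped a proliferation peak. When 50% of both peaks had to overlap, the number fell to 9869 in each list.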

MACS (model-based analysis of ChIP-Seq with cutoff *q* value of 0.05) was used to call significant peaks in both proliferation and differentiation conditions. There was similar Pol II binding across genic regions in both proliferation and differentiation conditions (Supplementary Fig. 1a). 

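Of the proliferation peaks, 89.4% had their place in a gene, its promoter or its end, against 85.9% of the differentiation peaks, by the GENCODE genes lifted to hg19. Promoters held 18.3% of the proliferation and 20.3% of the differentiation peaks, and introns held 52.2% and 47.9%. The share between genes was 10.6% in proliferation and 14.1% in differentiation. These shares describe 1 list each and have no replicate error.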

Increased accumulation of Pol II at promoter proximal regions relative to the gene body has previously been used to provide evidence that promoter pausing/transcription elongation is an important mode of gene regulation^21–23,41^. To characterize whether there is promoter proximal pausing, we calculated the travel ratio (TR) of the genes bound by Pol II in proliferation and differentiation conditions. TR is defined as the relative ratio between Pol II density in the gene body compared to the promoter proximal regions (Fig. 1b)^21,41^. A TR of 1 suggests the amount of elongating Pol II is the same as promoter paused Pol II, whereas a TR of 0.25 suggests that there is four times more Pol II paused than elongating. Thus, we have divided these genes into highly (TR ≤ 0.25), moderately (0.25 < TR < 1) and non-paused (TR ≥ 1), according to their TR values. We found that a total of 1617 genes (19.55%) were highly paused, 5275 genes (63.78%) were moderately paused, and 1377 genes (16.65%) were non-paused in proliferating cells (Fig. 1c). 

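Peak lists do not hold the read density that a travel ratio needs, and no travel ratio was calculated here. The share of each gene's body that lay under Pol II peaks was taken in its place for 20136 protein-coding genes, with the promoter proximal region and gene body defined as in the paper and the longest transcript used for each gene. A peak reached the promoter proximal region of 8705 genes in proliferation and 9272 genes in differentiation. At these genes the median share of the body under peaks was 5.08% in proliferation and 2.58% in differentiation, a difference of -2.50 percentage points (95% bootstrap interval over genes -2.81 to -2.25; genes are not replicates). Under 10% of the body was covered at 59.4% of these genes in proliferation and 70.0% in differentiation. At least 50% was covered at 16.7% and 11.3%. Among the 7700 genes with a promoter proximal peak in both lists, the covered share was higher in differentiation at 2354, lower at 5016 and equal at 330. With both lists reduced to the same number of highest-scoring peaks, the difference between the medians was -0.802 percentage points.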

Interestingly, in differentiation conditions the percentage of highly paused genes dropped to 4.15% (496 genes), while non-paused genes increased to 31.74% (3789 genes) suggesting that Pol II pausing/transcription elongation may play a role in epidermal differentiation (Fig. 1c). To orthogonally validate our Pol II results, we used a previously published timecourse of Pol II binding during epidermal differentiation (days 0, 2, 4, and 7)^42^. Similar to our Pol II data, highly paused genes decreased during differentiation from 17.73% in undifferentiated cells down to 11.21% by day 4 of differentiation (Supplementary Fig. 1b). There was also an increase in non-paused genes by day 7 of differentiation (Supplementary Fig. 1b). To address whether Pol II pausing regulates epidermal differentiation, we analyzed (FDR < 0.05 and ≥2-fold change) a previously published RNA-Seq dataset comparing primary human keratinocytes cultured in proliferation and differentiation conditions using the same timepoints as our work^12^. In total, 2307 genes were upregulated during differentiation which were enriched for gene ontology (GO) terms such as epidermis development (Supplementary Fig. 1c, d and Supplementary Data 3). In total, 2129 genes were downregulated during differentiation with enrichment for proliferation related GO terms (Supplementary Fig. 1c, e and Supplementary Data 3). Of the 2307 upregulated epidermal differentiation genes, ~37% (850/2307) of those genes already had Pol II binding in proliferation conditions (Fig. 1d). The high prevalence of Pol II bound differentiation genes in progenitor cells is not due to their premature differentiation as early differentiation protein K1 is not detectable in proliferation conditions but stains the vast majority of differentiated cells (Supplementary Fig. 1f, g). Approximately 82% (694/850) of the differentiation genes that already had Pol II binding in progenitor cells were either highly paused or moderately paused, while a minority (18.35%) were not paused (Fig. 1d). The vast majority (>95%) of these genes had little to no expression with RPKM values of <50, suggesting that Pol II pausing prevents productive elongation of these genes (Supplementary Fig. 1h). We decided to focus on these differentiation genes that are paused in progenitor cells to see if they are released during differentiation. A plot of the 155 highly paused and the 539 moderately paused genes showed high levels of promoter proximal Pol II pausing in progenitor cells which is dramatically reduced upon differentiation (Fig. 1e, f). Importantly, the estimated cumulative distribution function (ECDF) TR of the 694 genes significantly increased (*p* value = 1.296e−10) upon differentiation suggesting that ~30% (694/2307) of the induced epidermal differentiation genes are highly to moderately paused in progenitor cells, which is then released into productive elongation upon differentiation (Fig. 1g).

**Fig. 1:**
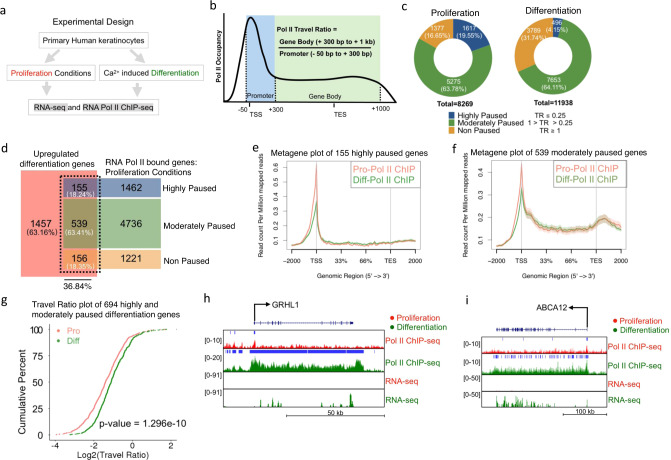
Promoter proximal pausing controls differentiation gene expression. **a** Diagram of the experimental design. Primary human keratinocytes were either grown in proliferation or differentiation conditions and subjected to RNA Pol II ChIP-Seq. **b** Schematic representation describing the calculation of the travel ratio (TR) for genes bound by Pol II. The promoter proximal region is defined as 50 bp upstream to 300 bp downstream of the transcription start site (TSS). The gene body is defined as 300 bp downstream of the TSS to 1 kb downstream of the transcription end site (TES). **c** Donut chart of percentage of genes that are highly paused (TR ≤ 0.25), moderately paused (1 > TR > 0.25), non-paused (TR ≥ 1) in proliferation and differentiation conditions. Genes that contained significant Pol II binding (Pol II ChIP-Seq) in either proliferation or differentiation conditions were subjected to TR analysis as described in **b**. *N* = 3 independent experiments for RNA Pol II ChIP-Seq in proliferation or differentiation conditions. **d** Overlap of upregulated differentiation genes with RNA Pol II bound genes in proliferation conditions. The Pol II bound genes have been categorized as highly paused (TR ≤ 0.25), moderately paused (1 > TR > 0.25), or non-paused (TR ≥ 1). **e** Metagene plot of the 155 differentiation genes highly paused in proliferation conditions. Pol II ChIP-Seq in proliferation (Pro) conditions is shown in red and compared to differentiation (Diff) conditions (shown in green). Read count per million mapped reads is shown on the *Y*-axis. The *X*-axis represents regions across genes. TSS is transcription start site and TES is transcription end site. The plot is an average of the triplicate samples for each group. **f** Metagene plot of the 539 differentiation genes moderately paused in proliferation conditions. Pol II ChIP-Seq in proliferation (Pro) conditions is shown in red and compared to differentiation (Diff) conditions (shown in green). The plot is an average of the triplicate samples for each group. **g** Travel ratio plot of the 694 differentiation genes highly and moderately paused in proliferation conditions. The average TR of genes in proliferation (Pro) conditions are shown in red and differentiation (Diff) conditions are shown in green. The *Y*-axis shows the cumulative percentage of genes and *X*-axis shows the travel ratio plotted in Log2. Gene tracks of two highly paused differentiation genes *GRHL1* (**h**) and *ABCA12* (**i**). Pol II ChIP-Seq tracks and RNA-Seq tracks are shown in proliferation (red) and differentiation (green) conditions. *Y*-axis shows reads per million and *X*-axis shows regions along the gene. Blue bars over gene tracks show significant binding.

A closer examination of individual differentiation genes such as *GRHL1*, *ABCA12*, and *OVOL1* showed high levels of promoter proximal Pol II pausing with no or minimal levels of Pol II in the gene bodies of progenitor cells (Fig. 1h, i and Supplementary Fig. 1k). 

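In the proliferation list, GRHL1 (chromosome 2, 10091822 to 10142405, plus strand) had no Pol II peak. ABCA12 (chromosome 2, 215796266 to 216003349, minus strand) had 1 peak from 216001213 to 216003219, which covered 48.7% of the promoter proximal region and 0.884% of the gene body. OVOL1 (chromosome 11, 65554534 to 65564685, plus strand) had 1 peak from 65554527 to 65554839 with a score of 53, which the annotation places in the 5' UTR. It covered 87.7% of the promoter proximal region and 0.0553% of the body. From the lower share of highly paused genes in differentiation, measured as travel ratios on the read signal, the paper proposes that pausing and elongation may play a role in epidermal differentiation.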

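In the differentiation list, 9 peaks lay on GRHL1 and covered 97.2% of its gene body and the whole promoter proximal region. A single peak from 65553888 to 65567043 on chromosome 11 covered all of OVOL1. ABCA12 had 10 peaks, which covered its promoter proximal region in full and 3.82% of its body; the highest-scoring lay in an intron, from 215936188 to 215937036.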

Upon differentiation, there is a dramatic increase in Pol II onto the gene bodies of these genes suggesting regulation on the level of promoter pausing/transcription elongation (Fig. 1h, i and Supplementary Fig. 1k). RNA-Seq tracks show these genes are only expressed upon differentiation (Fig. 1h, i and Supplementary Fig. 1k). The timecourse data for these genes also show paused Pol II in undifferentiated cells which led to progressively greater levels of elongation as differentiation proceeds (Supplementary Fig. 1i, j). GRHL1 and OVOL1 are both transcription factors that are critical for the differentiation process^14,16^. ABCA12 is necessary for the transport of lipids to form the barrier of the skin with mutations in the gene causing harlequin ichthyosis^43^. While ~37% (850/2307) of the induced epidermal differentiation genes already had Pol II binding in progenitor cells, the remaining ~63% (1457/2307) of the genes did not have binding (Fig. 1d). These differentiation genes include *KRTDAP*, *KLK7*, and *S100A8* which had no Pol II binding “or mRNA expression” in progenitor cells but gained it upon differentiation (Supplementary Fig. 1l–n). These genes are regulated in the “traditional” manner in that Pol II is likely recruited to these genes only upon the induction of differentiation by transcription factors. 

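KLK7 (chromosome 19, 51479738 to 51487355) and S100A8 (chromosome 1, 153362508 to 153363549) had no Pol II peak in the proliferation list. KRTDAP (chromosome 19, 35978226 to 35986460, minus strand) had 1 peak with a score of 54 upstream of its start, from 35986566 to 35987425, and none in its promoter proximal region or body. In the differentiation list the promoter proximal regions of these 3 genes were covered in full. Their bodies were covered by 76.0% for KRTDAP, 88.9% for KLK7 and 100% for S100A8.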

To test the possibility that the paused differentiation genes were enriched for transcription factors that could potentially recruit Pol II to the remaining ~63% of induced differentiation genes, we took three approaches. First, we performed GO on the 694 paused and 1457 (without Pol II loaded) differentiation genes. The paused differentiation genes were enriched for “regulators of transcription and gene expression”, while the other 1457 differentiation genes did not enrich for those terms (Supplementary Fig. 2a, b). Second, we manually looked for transcription factors previously published to promote epidermal differentiation in both gene sets. Interestingly, there were 14 transcription factors found in the highly and moderately paused genes (694 genes) including GRHL1, CEBPG, MAFB, POU2F3, RORA, POU3F1, KLF4, MAF, FOSL2, DLX3, DLX5, CEBPB, KLF5, and OVOL1 (Supplementary Fig. 2c). 

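Of these 14 transcription factors, 7 had a Pol II peak in the promoter proximal region in the proliferation list, among them CEBPG, KLF4, FOSL2 and CEBPB. KLF5 and DLX3 had a peak in the gene body alone, and 5, among them GRHL1, RORA and DLX5, had none. The share of the body under peaks was 51.4% for CEBPG, while it was 100% for KLF4 and CEBPB and 99.5% for FOSL2. The longest transcript was used for each gene, and a peak at another start is not counted as promoter proximal.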

There were only four transcription factors found in the induced differentiation genes (1457 genes) that did not have Pol II binding in proliferative cells (Supplementary Fig. 2d). Thus, the paused genes had a 3.5-fold enrichment (14 versus 4) in transcription factors known to be important for epidermal differentiation even though it had 50% less overall genes (694 versus 1457 genes). Third, analysis of the 1457 genes using Enrichr showed that the GRHL family, OVOL1, and KLF5 are co-expressed with these genes^44^ (Supplementary Fig. 2e). Collectively, these results suggest that promoter proximal pausing/transcription elongation is an important regulatory step during epidermal differentiation and that transcription factors regulated by pausing may turn on the rest of the differentiation genes without paused Pol II.

### SPT6 is necessary to promote human epidermal differentiation

Since Pol II promoter pausing occurs at a significant number of differentiation genes in progenitor cells, this suggests that elongation or pause release factors may play a role in the differentiation process. To test this, we performed a small RNAi screen targeting these factors (SPT5, SPT16, SSRP1, SPT6, ELL, ELL2, AFF1, and AFF4) in differentiated human epidermal cells and achieved >75% knockdown of each gene (Fig. 2a). Knockdown efficiency was also checked on the protein level for a couple of the genes such as SPT5 and ELL that showed good depletion (Fig. 2b). SPT6 was the only one that blocked expression of differentiation genes *TGM1* and *GRHL1* (Fig. 2c,d). These results were validated using two distinct siRNAs targeting SPT6 (Fig. 2a, c, d). To determine the impacts of SPT6 loss in a tissue setting that allows faithful representation of the stratification and gene expression program of human epidermis, control (CTLi) and SPT6 knockdown (SPT6i) primary human keratinocytes were seeded onto devitalized human dermis to regenerate human skin^45,46^. Depletion of SPT6 blocked skin stratification, complete absence of stratum corneum formation, and loss of expression of late and early differentiation genes/proteins FLG, LOR, K10, HOPX, ABCA12, DSG3, and OVOL1 (Fig. 2e–j). Many of these differentiation genes are also paused in progenitor cells including *GRHL1*, *ABCA12*, *DSG3*, and *OVOL1*. 

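Pol II peaks of the proliferation list covered the promoter proximal region of DSG3 (chromosome 18, 29027704 to 29058665, plus strand) in full and 92.7% of its gene body, with 7 peaks on the gene. The highest-scoring of them ran from 29027336 to 29037726. In differentiation 2 peaks covered 99.4% of the body.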

The proliferative capacity of the basal layer was also diminished as shown by the loss of ki67 positive cells which resulted in a hypoplastic tissue (Fig. 2f–i). RNA-Seq was also performed on CTLi and SPT6i tissue to determine the gene expression program that SPT6 regulates. 

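Epidermis regenerated from primary human keratinocytes was taken on day 6 from 3 CTLi and 3 SPT6i samples, the latter treated with SPT6 siRNA at 10 nM. For the 3 control samples the treatment field of the labels names the SPT6 siRNA, while their titles and the paper's methods name the control, and they were used as CTLi. SUPT6H, the gene of SPT6 (chromosome 17, 26989223 to 27029697), stood at 18.9, 22.7 and 19.1 RPKM in CTLi and at 4.19, 4.26 and 4.18 RPKM in SPT6i. This is a log2 fold change of -2.26 (standard error 0.130, adjusted p = 3.88e-06 from limma with Benjamini-Hochberg adjustment). The authors aligned the reads with TopHat2, left out genes with few reads, and gave log2 RPKM for 5740 genes. All 5740 had been called by the authors before the table was made, so the adjusted p-values given here come from a preselected set of genes. In all 5740 genes the 3 values of one group lay beyond the 3 of the other, where chance alone gives 10%. RPKM values carry no depth, and their low values were fractional estimates; the RPKM of the listed genes summed to 290420, 250700 and 289783 in CTLi and to 131134, 131353 and 121724 in SPT6i. Genes were tested on the log2 RPKM values as given, with no pseudocount, and called at an FDR of 0.01 and a 2-fold change.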

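By this test 4275 genes were higher in SPT6i and 1465 lower, so that 74.5% of the called genes were higher. A 4-fold threshold gave 1490 higher and 988 lower. The number of lower genes moved most on division of each sample by its total RPKM, which gave 4275 higher and 948 lower (81.8% higher) and moved the median log2 fold change of all genes from 1.40 to 2.51. The number of higher genes moved most on division by the share of reads outside the lowered genes, a scaling chosen after the values were seen, which gave 1466 higher and 1465 lower (50.0% higher), with a median of 0.38. The 5 genes with the largest rise among those of at least 1 RPKM in one group were P2RY11, GPR37L1, TNFSF15, CDHR2 and LINC01132. P2RY11 rose by 14.66 on the log2 scale from 0.000209 RPKM in CTLi, and it overlaps another gene with which reads could have been shared, so its value is uncertain. GPR37L1 rose by 8.92 (standard error 0.899), TNFSF15 by 8.71 (standard error 0.315) and LINC01132 by 7.99 (standard error 0.607), each from under 0.1 RPKM.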

In total, 4275 genes (FDR < 0.01 and ≥2-fold change) were upregulated upon SPT6 knockdown which were enriched in GO terms such as transcription elongation (Fig. 2k, l and Supplementary Data 4). 

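The 5 largest falls among genes of at least 1 RPKM in one group were those of MSMP (-17.18), LOR (-13.04, from 316 to 0.0429 RPKM), CRNN (-11.92), LCE3C (-11.47) and MUC21 (-11.08) on the log2 scale. MSMP fell from 1.22 to 5.11e-05 RPKM, with a standard error of 1.93 on the log2 scale, and a pseudocount of 1 brought its change to -1.09; it overlaps RGP1 on the other strand, with which reads could have been shared, so its value is uncertain. KRT1 fell from 3197 ± 739 to 2.26 ± 0.981 RPKM (SD, n = 3 each), a log2 fold change of -10.53 (standard error 0.310, adjusted p = 4.08e-07 from limma). KRT10, FLG, HOPX and TGM1 changed by -8.61, -7.29, -8.59 and -7.15, and the basal genes KRT5 and KRT14 by -2.95 and -3.99. MKI67 changed by -2.92, from 1.41 to 0.187 RPKM. Of 10 differentiation genes the paper measured by RT-qPCR, 8 were in the table and all 8 were lower, and of the 14 transcription factors 6 were in it, all lower. ABCA12 and GRHL1 were not among the listed genes. DSG3 fell by 1.56 on the log2 scale, from 185 to 62.8 RPKM, and OVOL1 by 1.23, from 80.9 to 34.1 RPKM. With each sample divided by its total RPKM, DSG3, OVOL1, POU2F3, CEBPB and KRT80 no longer passed a 2-fold change. The listed total was lower in SPT6i, so this division adds to every log2 fold change and shrinks each fall. Scaling by the share of reads outside the lowered genes moves falls the other way, and these genes then stayed past 2-fold. For LOR the change was -11.93 by total RPKM and -14.06 by the read share.

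**Figure D1:**
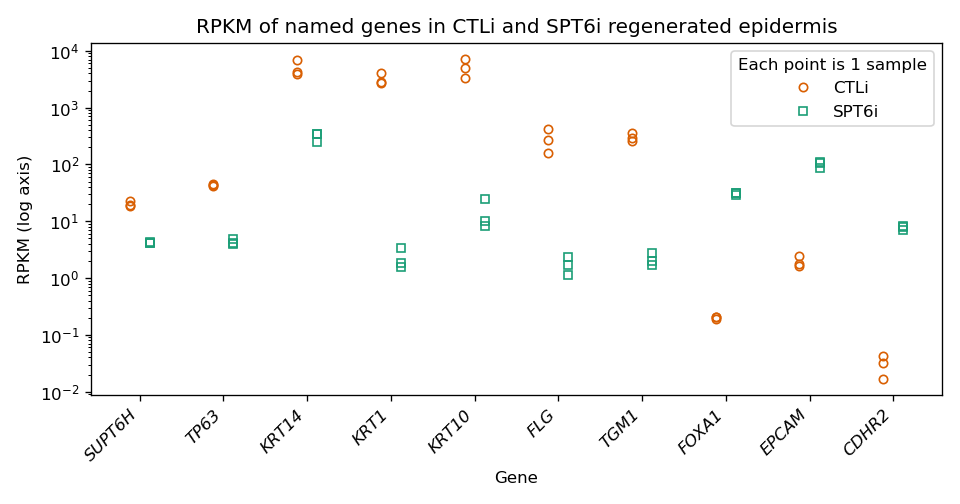
RPKM of 10 genes named in the paper, on a log axis, in regenerated epidermis. Each point is 1 sample, with circles for the 3 CTLi samples and squares for the 3 SPT6i samples; SUPT6H lies at 18.9 to 22.7 RPKM in CTLi and 4.18 to 4.26 RPKM in SPT6i.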

In total, 1465 genes were reduced in expression upon SPT6 loss which were enriched in genes involved in skin development and keratinocyte differentiation (Fig. 2k, m and Supplementary Data 4). Close to 30% of the genes overlapped between the SPT6 and the differentiation gene expression signature (*p* < 7.510e−31) supporting the critical role of SPT6 in promoting differentiation (Fig. 2n). The correlation was even stronger comparing the overlap between the SPT6 signature with either the paused differentiation (~44% overlap: 303/694) or the non Pol II loaded differentiation genes (~38% overlap:559/1457) (Supplementary Fig. 2f, g). This suggests that this second group of genes (1457 non-paused) may be regulated by the differentiation promoting transcription factors that are pause regulated (Supplementary Fig. 2).

**Fig. 2:**
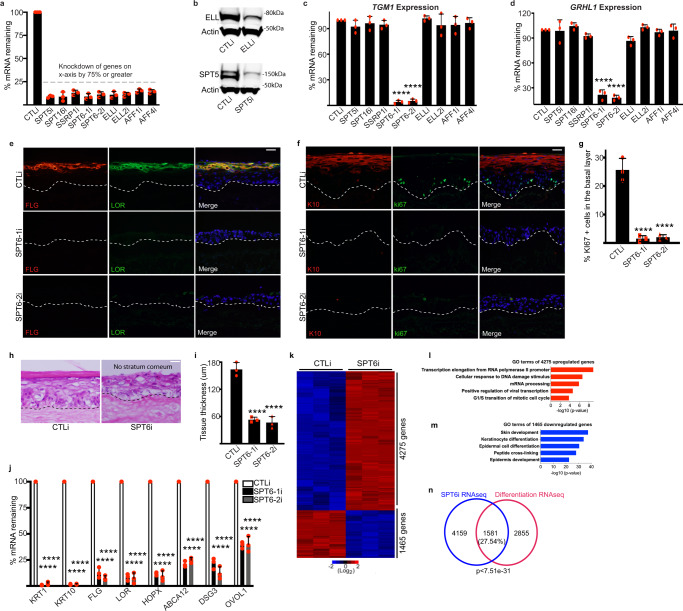
SPT6 is necessary for human epidermal differentiation. **a** Eight elongation factors were knocked down greater than 75% by siRNAs. Knockdown cells were placed in high confluence and calcium for 3 days to induce differentiation. RT-qPCR was used to quantify the knockdown levels of each elongation factor shown on the *X*-axis. Two separate siRNAs (SPT6-1i and SPT6-2i) targeting different regions of SPT6 were used. qPCR values were normalized to *L32*. *n* = 3 independent experiments. **b** Western blot for knockdown of SPT5 and ELL. *N* = 3 independent experiments which all showed similar results. **c**, **d** RT-qPCR quantifying the relative mRNA expression levels of epidermal differentiation genes *TGM1* and *GRHL1* in differentiated cells as described in **a**. *n* = 3 independent experiments. **e** Immunofluorescent staining of late differentiation markers FLG (red) and LOR (green) in day 6 regenerated human epidermis treated with control (CTLi) or two distinct siRNAs targeting SPT6 (SPT6-1i and SPT6-2i). Merged image includes Hoechst staining of nuclei. *n* = 3 independent experiments, scale bar = 50 μm. **f** Immunofluorescent staining of early differentiation marker K10 (red) and proliferation marker ki67 (green) in day 6 regenerated human epidermis treated with control (CTLi) or two distinct siRNAs targeting SPT6 (SPT6-1i and SPT6-2i). Merged image includes Hoechst staining of nuclei. *n* = 3 independent experiments. Scale bar = 50 μm. **g** Quantification of the %ki67 positive cells in the basal layer from images taken in **f**. *n* = 3 independent experiments. At least 100 basal layer cells were quantitated per experiment. **h** Hematoxylin and eosin staining of CTLi or SPT6i knockdown regenerated human epidermis (day 6). *N* = 3 independent experiments which all showed similar results. Scale bar = 50 μm. **i** Quantification of the tissue thickness from images taken from **e**, **f**. *n* = 3 independent experiments. **j** RT-qPCR quantifying the relative mRNA expression levels of epidermal differentiation genes in CTL and SPT6 knockdown regenerated human epidermis (day 6). *N* = 3 independent experiments. **k** RNA-Seq analysis of CTL and SPT6 knockdown regenerated human epidermis (day 6). *N* = 3 independent experiments. In total, 4275 genes were upregulated (red) and 1465 genes were downregulated (blue) upon SPT6 depletion. Heatmaps are shown in Log2 scale. **l** Gene ontology (GO) terms for the 4275 genes upregulated in SPT6i tissue using hypergeometric distribution. **m** GO terms for the 1465 genes reduced in expression upon SPT6 loss using hypergeometric distribution. **n** Overlap of the SPT6 knockdown gene expression signature with the differentiation signature. *p* value was calculated using hypergeometric distribution. Mean values are shown with error bars = SD. ****p < 0.0001 (two-sided *t*-test for **c**, **d**, **g**, **i**, **j**).

### SPT6 binds to induced epidermal differentiation genes and promotes their transcription elongation

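SPT6 was immunoprecipitated from primary human keratinocytes differentiated for 3 days in 1.2 mM calcium, in 2 samples with 1 input. The reads passed through the same ENCODE pipeline as those of Pol II, with peaks called by MACS at a q-value of 0.05, and the paper's text does not name how the pair of samples was combined. The list held 20782 peaks with a median width of 445 bp that covered 15.2 Mb. Their scores, again the authors' own, ran from 20 to 1000 with a median of 59, and 21 peaks tied at the top. A gene was counted as bound when an SPT6 peak overlapped the gene or the 1 kb before its start or after its end.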

To ascertain whether SPT6 directly regulated the expression of epidermal differentiation genes, we performed ChIP-Seq on SPT6 in differentiated cells to determine where it bound in the genome. SPT6 bound to 20,782 peaks with 83% of the bound sites mapping to genic regions (5′UTR, promoter, intron, exon, TTS, 3′UTR) (Fig. 3a and Supplementary Data 5). 

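Of the SPT6 peaks, 87.7% lay in genic regions by protein-coding and lncRNA genes together, with 51.4% in introns, 12.2% in promoters, 10.5% at transcription ends, 8.33% in exons and 12.3% between genes. By protein-coding genes alone, an annotation chosen after the values were seen, 83.3% were genic.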

The 20,782 peaks mapped back to 6307 genes that were enriched for keratinocyte differentiation and epidermis development GO terms (Fig. 3b and Supplementary Data 5). 

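An SPT6 peak lay on 6075 of 20136 protein-coding genes.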

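SPT6 peaks were numerous on ABCA12 (75), GRHL1 (26), DSG3 (21) and FLG (14). TGM1 lay under 1 peak from 24711187 to 24733166 on chromosome 14, with a score of 691, which covered its promoter proximal region and body in full. On HOPX, 3 peaks covered 99.4% of the body, the highest-scoring from 57528228 to 57547584 on chromosome 4. A single peak covered OVOL1, and 1 peak each lay on LOR, in an exon from 153233837 to 153234429 on chromosome 1 with a score of 55, and on KRT10, at the transcription end with a score of 61. No SPT6 peak lay on KRT1 or POU2F3.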

SPT6 binding to differentiation genes suggests that it may regulate elongation. Supporting this, RNA Pol II’s binding profile mimicked SPT6’s at SPT6 bound regions (Fig. 3c). Similarly, regions of higher Pol II density also correlated with increased SPT6 binding with a Pearson coefficient of 0.88 (Fig. 3d and Supplementary Fig. 3a). 

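Of the SPT6 peaks, 13547 (65.2%) overlapped a Pol II peak of the differentiation list, and 8866 (23.6%) of the Pol II peaks overlapped an SPT6 peak. The count depends most on the overlap asked for: with 50% of both peaks it was 2431. Among genes bound by SPT6, 4667 had a Pol II peak in the promoter proximal region, and the median share of their body under Pol II peaks was 10.8%. The median was 0.819% at the 4605 genes with such a peak and no SPT6 peak.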

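Read density was not used here, and only the peaks' scores could be correlated. Across the shared peaks, the scores of SPT6 and Pol II had a Pearson correlation of 0.352 and a Spearman correlation of 0.304. Peaks are not independent replicates, and no p-value is given. With both lists reduced to the same number of highest-scoring peaks, the Pearson correlation was 0.327.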

SPT6 bound to ~35% of the genes upregulated during differentiation, while also binding to ~27% of the downregulated genes (Supplementary Fig. 3b). However, SPT6 binding to upregulated differentiation genes was much stronger than downregulated genes (Fig. 3e). 

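Of the 1465 genes lowered in SPT6i and the 4275 raised, 1453 and 4134 could be matched to an annotated gene. An SPT6 peak lay on 621 of the lowered genes, 42.7% (95% Wilson interval 40.2 to 45.3%).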

Close to 40% (573/1465) of genes downregulated upon SPT6 loss were bound by SPT6 suggesting direct regulation (Fig. 3f). These 573 genes were also enriched for GO terms such as skin development and keratinocyte differentiation (Supplementary Fig. 3c). 

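Among the genes raised in SPT6i, 1564 of 4134 had an SPT6 peak, 37.8% (95% Wilson interval 36.4 to 39.3%). The odds of a peak were higher for lowered than for raised genes, with an odds ratio of 1.23 (95% interval 1.09 to 1.38) and p = 0.00103 by a 2-sided Fisher's exact test across genes, which are not replicates. Of the alternatives, counting a gene as bound only when the centre of a peak lay within 1 kb of its start changed the direction, to an odds ratio of 0.909 (0.776 to 1.06, p = 0.249 by the same exact test). From the SPT6 binding of lowered genes the paper proposes direct regulation.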

SPT6 also bound to genes increased upon SPT6 depletion but binding was significantly less than dowregulated genes (Fig. 3f, g). To validate the SPT6 binding data, SPT6 ChIP-QPCR was performed in CTLi and SPT6i cells placed in differentiation conditions. Depletion of SPT6 led to loss of SPT6 binding to differentiation genes such as *ABCA12*, *TGM1*, *GRHL1*, *DSG3*, and *HOPX* (Supplementary Fig. 3d). These results suggest that high levels of SPT6 binding to upregulated differentiation genes may be critical for their expression. 

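Pol II was also immunoprecipitated from differentiated keratinocytes with SPT6 siRNA at 10 nM, in 2 samples with 1 input, on day 3. The list of the SPT6i samples was used here; the CTLi list was not analysed here, so no CTLi value stands beside the SPT6i values. The SPT6i list held 11403 peaks with a median width of 1579 bp that covered 24.6 Mb. Its scores ran from 540 to 1000, with 8087 peaks (70.9%) tied at 1000, whereas those of the other Pol II lists began at 40, and its scores were not compared with theirs. The paper's Supplementary Data 6B, of which the first 1998 rows were held, has 7945 peaks for SPT6i, so it tabulates another list than the one used here.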

To determine how SPT6 impacts Pol II binding, RNA Pol II ChIP-Seq was performed in CTLi and SPT6i cells cultured in differentiation conditions (Supplementary Data 6a, b). At SPT6 bound genes, loss of SPT6 resulted in loss of Pol II from the gene body and accumulation at promoter proximal regions (Fig. 3h). 

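In the SPT6i list a Pol II peak reached the promoter proximal region of 4218 SPT6-bound genes, and the median share of their gene body under peaks was 5.12%. The upper quartile was 17.7%. Under 10% of the body was covered at 64.5% of these genes.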

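At the 3811 genes with a promoter proximal Pol II peak in the SPT6i list and no SPT6 peak, the median share of the gene body under peaks was 1.55%, and under 10% of the body was covered at 89.9% of them.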

At genes where SPT6 does not bind, there was minimal change to the distribution of Pol II upon SPT6 knockdown demonstrating that SPT6 specifically impacts Pol II distribution at SPT6 bound genes (Fig. 3i). SPT6 knockdown also caused depletion of RNA Pol II from the gene body of the 694 paused differentiation genes and significantly decreased the TR of those genes (Fig. 3j, k). Loss of SPT6 at SPT6 bound differentiation genes such as *ABCA12*, *GRHL1*, and *DSG3* resulted in loss of Pol II from their gene bodies and accumulation at promoter proximal regions (Fig. 3l, m and Supplementary Fig. 3e). These data suggest that SPT6 is necessary for the transcription elongation of its bound epidermal differentiation genes.

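In SPT6i, 3 Pol II peaks lay on GRHL1, which covered its promoter proximal region in full and 12.8% of its gene body. The largest ran from 10089710 to 10097147, over the start of the gene. A peak from 216000418 to 216003227 covered 51.0% of the promoter proximal region of ABCA12 and 1.27% of its body. DSG3 had 2 peaks, which covered the promoter proximal region in full and 30.1% of the body. The paper proposes from the loss of Pol II from gene bodies in SPT6i, against CTLi, that SPT6 is needed for the elongation of its bound differentiation genes.

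**Figure D2:**
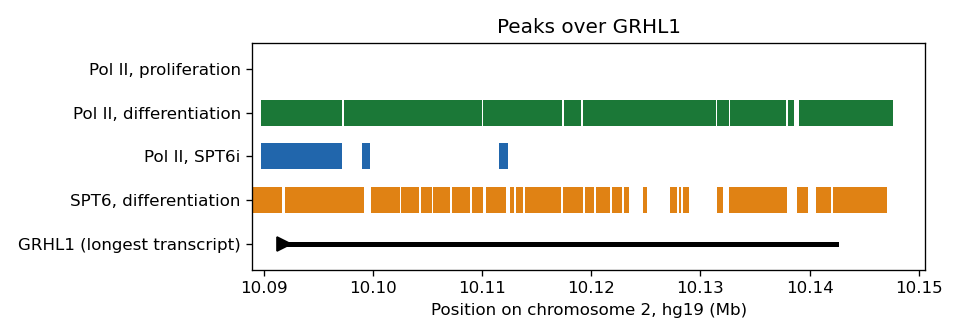
Peaks over GRHL1 on chromosome 2 (hg19, position in Mb) in 4 lists. Each bar is 1 peak, drawn to scale, and the black line is the longest transcript, which runs from 10091822 to 10142405; the proliferation list has no Pol II peak there, and the Pol II peaks cover 97.2% of the gene body in differentiation and 12.8% in SPT6i.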

**Fig. 3:**
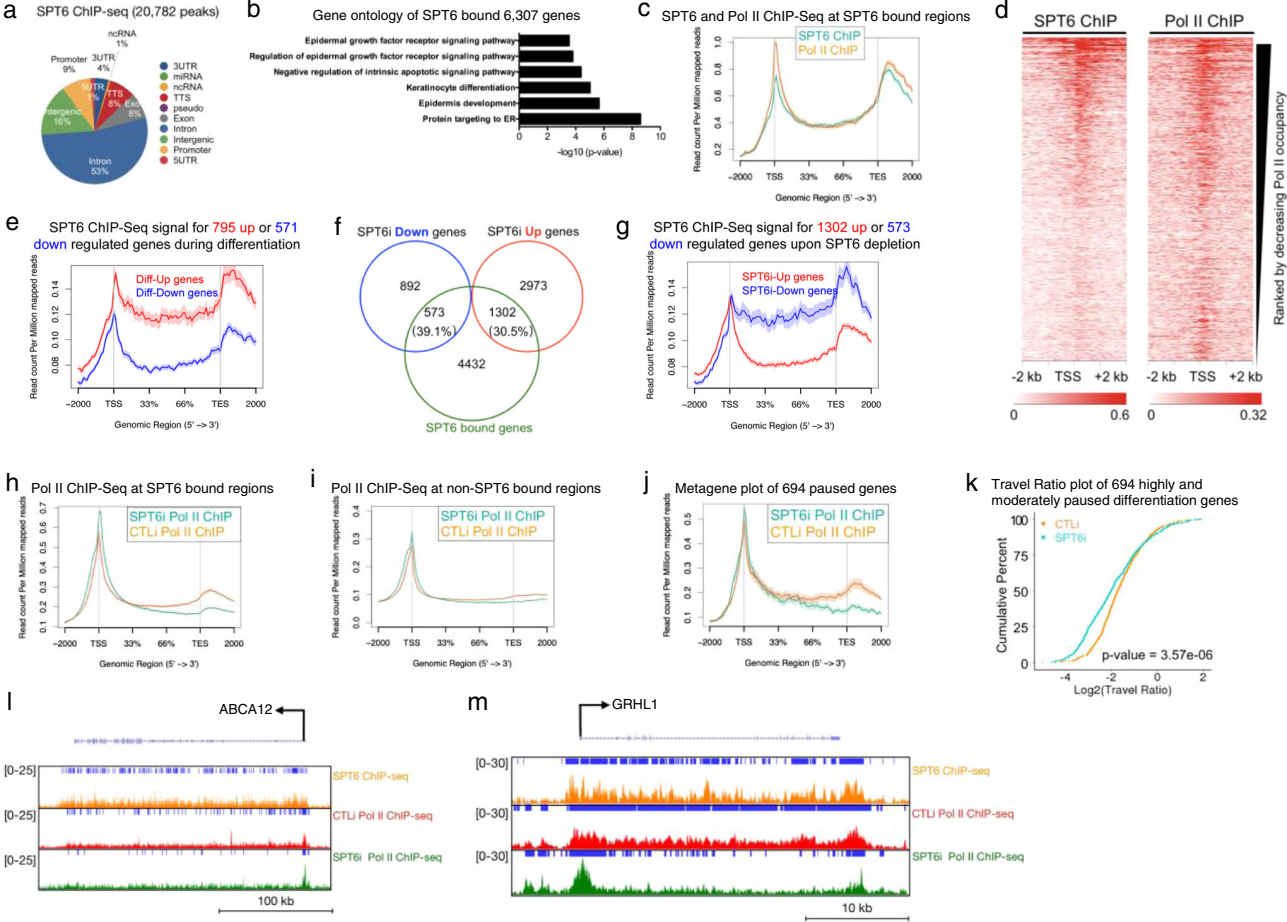
SPT6 binds to epidermal differentiation genes and is necessary for their transcriptional elongation. **a** Genomic localization of the 20,782 SPT6 bound peaks. SPT6 ChIP-Seq was performed in replicates from day 3 differentiated keratinocytes. **b** Gene ontology terms of the 6307 genes that the 20,782 SPT6 bound peaks mapped back to. **c** Metagene plot of SPT6 (teal) and RNA Pol II (orange) ChIP-Seq reads at SPT6 bound regions. *Y*-axis is shown as read count per million reads and *X*-axis is distance along SPT6 bound genes. **d** Heatmap of SPT6 and Pol II ChIP-Seq ranked by decreasing Pol II occupancy. *X*-axis shows −2 kb to +2 kb from the TSS. **e** SPT6 ChIP-Seq signal for the 795 genes upregulated upon differentiation (Diff-Up) is shown in red. SPT6 ChIP-Seq signal for the 571 genes downregulated upon differentiation (Diff-Down) is shown in blue. Read count per million mapped reads is shown on the *Y*-axis. The *X*-axis represents regions across genes. TSS is transcription start site and TES is transcription end site. Average values are shown between experiments. **f** Venn diagram of SPT6 bound genes (SPT6 ChIP-Seq) with genes increased or decreased upon SPT6 depletion. **g** SPT6 ChIP-Seq signal for the 1302 genes upregulated upon SPT6 knockdown (SPT6i-Up genes) is shown in red. SPT6 ChIP-Seq signal for the 573 genes downregulated upon SPT6 loss (SPT6i-Down genes) is shown in blue. Read count per million mapped reads is shown on the *Y*-axis. The *X*-axis represents regions across genes. TSS is transcription start site and TES is transcription end site. Average values are shown between experiments. **h** Plot of CTLi (orange) and SPT6i (teal) Pol II ChIP-Seq at SPT6 bound regions. *Y*-axis is shown as read count per million reads and *X*-axis is distance along SPT6 bound genes. CTLi and SPT6i Pol II ChIP-Seq in differentiation conditions were performed in replicates. **i** Plot of CTLi (orange) and SPT6i (teal) Pol II ChIP-Seq at non-SPT6 bound regions. **j** Plot of CTLi (orange) and SPT6i (teal) Pol II ChIP-Seq at the 694 differentiation genes paused in proliferation conditions. **k** Travel ratio plot of the 694 differentiation genes paused in proliferation conditions. The average travel ratio of those genes in CTLi (orange) and SPT6i (teal) cells in differentiation conditions is shown. The *Y*-axis shows the cumulative percentage of genes and *X*-axis shows the travel ratio plotted in Log2. *p* value calculated using two-sided Fisher’s Exact test. Gene tracks of *ABCA12* (**l**) and *GRHL1* (**m**). SPT6 ChIP-Seq in differentiation conditions is shown in orange. CTLi (red) and SPT6i (green) Pol II ChIP-Seq in differentiation conditions are also shown. *Y*-axis shows reads per million and blue bar over gene tracks represent significant peaks.

### PAF1 promotes epidermal differentiation through control of transcription elongation

Since SPT6 and the PAF complex have been identified as being part of the core activated elongation complex in vitro, we wanted to determine if PAF performed the same function as SPT6 in a tissue setting. To do this, we knocked down PAF1 and regenerated human skin. Similar to SPT6 loss, PAF1 depletion blocked early and late differentiation genes/proteins K1, K10, FLG, LOR, HOPX, KRT80, DSG3, and LCE3D (Fig. 4a–c). PAF1 also binds to the same differentiation genes as SPT6 and is required for their elongation (Fig. 4d, e). These results suggest that PAF1 and SPT6 are necessary for differentiation by promoting the elongation of differentiation genes and validates the in vitro model of elongation in a tissue setting.

**Fig. 4:**
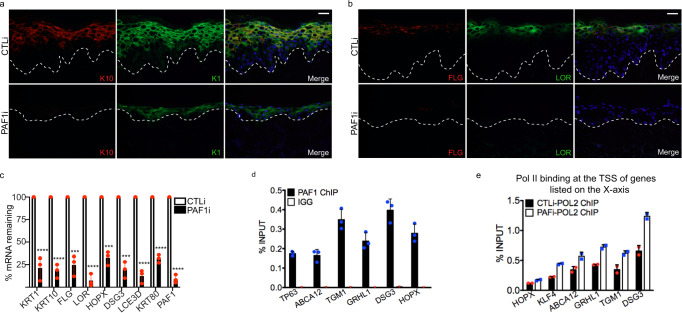
PAF1 is necessary for differentiation by promoting transcription elongation. **a** Immunofluorescent staining of early differentiation markers Keratin 10 (K10: red) and Keratin 1 (K1: green) in day 6 regenerated human epidermis treated with control (CTLi) or PAF1 siRNAs (PAF1i). Merged image includes Hoechst staining of nuclei. *n* = 3 independent experiments. Scale bar = 50 μm. **b** Immunofluorescent staining of late differentiation markers FLG (red) and LOR (green) in day 6 regenerated human epidermis treated with control (CTLi) or PAF1 siRNAs (PAF1i). Merged image includes Hoechst staining of nuclei. *n* = 3 independent experiments, scale bar = 50 μm. **c** RT-qPCR quantifying the relative mRNA expression levels of epidermal differentiation genes in CTL and PAF1 knockdown regenerated human epidermis (day 6). *N* = 3 independent experiments, two-sided *t*-test. *** = 0.003 for FLG, *** = 0.0001 for HOPX, *** = 0.0001 for DSG3. ****p < 0.0001. **d** ChIP-QPCR of differentiation genes in differentiated primary human keratinocytes with PAF1 pulldown. IGG pulldowns were used as a negative control. All primers were targeted toward the transcription start site (TSS) of each differentiation gene. Results are shown as a percent of input. *N* = 3 independent experiments. **e** ChIP-QPCR of RNA Pol II pulldown in both CTLi and PAF1i differentiated cells. Each pulldown was normalized to its respective input and enrichment shown as a percent of input. All primers were targeted toward the TSS of each differentiation gene. *N* = 2 independent experiments. Mean values are shown with error bars = SD.

### SPT6 maintains open chromatin regions for P63 binding sites and blocks chromatin accessibility for transcription factors specifying other lineages

Next, we wanted to determine if loss of transcription elongation on differentiation genes due to SPT6 depletion led to altered chromatin accessibility at those genes. SPT6 has been shown to promote H3K27 demethylation and thus knockdown of SPT6 could result in increased repressive chromatin (H3K27me3)^47^. To do this, CTLi and SPT6i differentiated cells were subjected to ATAC-Seq. 

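Accessible chromatin was measured in differentiated keratinocytes with 2 CTLi and 2 SPT6i samples on day 3. The authors trimmed the reads with cutadapt, aligned them with bowtie2, removed duplicates and called peaks with MACS, and tested 500 bp regions of a merged set with DiffBind; those tests were not repeated here, since peak lists hold no read counts. One list per condition was used. The CTLi list held 205011 entries at 103877 positions and the SPT6i list 212203 entries at 102340 positions, and each position was counted once. Scores ran from 540 to 1000 in both lists, with 80.9% of the CTLi and 80.4% of the SPT6i positions tied at 1000. The direction of each comparison of these lists rests on their labels, which were taken as given.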

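Of the CTLi positions, 86658 (83.4%) overlapped an SPT6i position by at least 1 bp, and 85532 of the SPT6i positions (83.6%) overlapped a CTLi position. This left 17219 positions in the CTLi list alone and 16808 in the SPT6i list alone. When 50% of both positions had to overlap, 80771 were shared.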

The vast majority (83.52%) of the genome did not change in chromatin accessibility (Fig. 5a). In total, 10.74% of the genomic regions became less accessible upon SPT6 knockdown which were primarily located in intergenic (42.29%) and intronic (44.78%) regions (Fig. 5b and Supplementary Data 7a). 

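The 17219 positions of the CTLi list alone lay in introns for 54.0% and between genes for 32.0%, by protein-coding and lncRNA genes together, and in promoters for 5.54%. By protein-coding genes alone, introns held 44.1% and intergenic regions 46.0%. These positions come from the presence of a peak and were not tested for a change in signal.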

In total, 5.73% of the genomic regions became more accessible upon SPT6 loss which were also located in intergenic (44.21%) and intronic (45.87%) regions (Fig. 5c and Supplementary Data 7b). 

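Positions of the SPT6i list alone lay in introns for 55.5% and between genes for 34.3%, or for 44.9% and 48.4% by protein-coding genes alone. Promoters held 3.51%.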

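An ATAC-Seq peak lay within 1 kb of the start of 84.4% of the 1453 matched genes lowered in SPT6i in the CTLi list (95% Wilson interval 82.5 to 86.2%), and of 80.9% in the SPT6i list (78.8 to 82.8%). The mean share of that region under peaks was 46.7% in CTLi and 45.3% in SPT6i. Peak lists show where a peak was called and not how strong the signal is.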

Plotting the ATAC-Seq signal on the 1465 genes that were downregulated upon SPT6 knockdown showed that there was a slight increase of chromatin accessibility around the TSS of those genes (Fig. 5d). This further supports the idea that the genes dependent on SPT6 for expression is mediated through transcription elongation rather than a closure of chromatin. 

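The P63 consensus (a repeat of a purine, CATG and a pyrimidine, spaced by any 4 bases) lay within the central 500 bp of 147 (0.854%) of the 17219 positions of the CTLi list alone and of 34 (0.202%) of the 16808 positions of the SPT6i list alone. Among shared positions the share was 0.376%. The odds ratio was 4.25 (95% interval 2.92 to 6.17), with p = 1.25e-17 by a 2-sided Fisher's exact test across positions, which are not replicates. It was lowest, at 3.40, when 50% of both positions had to overlap. This was a search for an exact consensus, without the background set of a motif search. From the accessibility at the starts of lowered genes, the paper reasons that their dependence on SPT6 runs through elongation rather than closure of chromatin.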

Interestingly, a transcription factor motif search at the 10.74% of the less accessible genomic regions showed P63 as the most significantly enriched factor suggesting that P63 binding sites are lost upon SPT6 depletion (Fig. 5e). 

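The AP-1 consensus that FOSL2 binds lay in 18.8% of the positions of the CTLi list alone and in 34.4% of those of the SPT6i list alone, an odds ratio of 0.441 (95% interval 0.420 to 0.464). A KLF5 consensus lay in 2.68% and 1.94%, an odds ratio of 1.39 (1.20 to 1.61). The AP-1 consensus with its bases reordered lay in 7.35% and 8.77%, an odds ratio of 0.825 (0.763 to 0.892). GC content was 48.3% in the positions of the CTLi list alone and 44.7% in those of the SPT6i list alone. No reordered KLF5 consensus was searched, so base composition as a cause of its difference stays open. Among shared positions the shares were 30.4% for AP-1 and 3.28% for KLF5.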

Notably, the less accessible genomic regions were also enriched for FOSL2 and KLF5 binding sites suggesting that SPT6 may directly regulate the expression of these paused regulated transcription factors that are necessary for epidermal differentiation (Fig. 5e and Supplementary Fig. 2c). 

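An ATAC-Seq peak lay within 1 kb of the start of 88.9% of the 4134 matched genes raised in SPT6i, in the CTLi list (95% Wilson interval 88.0 to 89.9%) and in the SPT6i list (87.9 to 89.8%). The mean share of the region under peaks was 54.1% in CTLi and 55.8% in SPT6i.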

Plotting of the ATAC-Seq data on the 4275 genes that were upregulated upon SPT6 knockdown showed a large increase in chromatin accessibility at the TSS of those genes (Fig. 5f). A transcription factor motif search at the 5.73% of the more accessible genomic regions showed enrichment for factors such as ASCL1 and FOXA2 which are lineage-specific transcription factors that regulate neuronal and intestinal development (Fig. 5g). 

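A FOXA consensus lay in 8.08% of the positions of the SPT6i list alone and in 7.06% of those of the CTLi list alone, an odds ratio of 0.864 for CTLi over SPT6i (95% interval 0.797 to 0.936). The reordered AP-1 consensus lay further from 1, at 0.825, so base composition as a cause stays open for FOXA.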

A look at transcription factors and structural proteins important for endoderm/intestinal fate such as FOXA1, HNF1A, EPCAM showed increased chromatin accessibility upon SPT6 depletion at regions proximal to these genes (Fig. 5h–j). These results suggest that SPT6 may potentially be regulating the transcription elongation of P63 and the other pause regulated transcription factors such as FOSL2 and KLF5. Thus, without SPT6, P63, and the other epidermal transcription factor gene expression may go down which would then lead to closure of their bound sites. 

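Within 50 kb of FOXA1 (chromosome 14, 38058757 to 38064454) the CTLi list had 6 ATAC-Seq peaks and the SPT6i list 3, of which 3 and 0 were in one list alone. Near EPCAM (chromosome 2, 47572302 to 47614740) they had 13 and 12 peaks, with 3 in each list alone. The SPT6i-only peaks at EPCAM ran from 47572143 to 47572719 at its promoter, from 47582598 to 47583030 and from 47584755 to 47584978.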

The increase in chromatin accessibility at non-epidermal lineages may be a secondary effect of SPT6 regulation. SPT6 may directly regulate factors such as P63 and these transcription factors may in turn regulate non-epidermal genes.

**Fig. 5:**
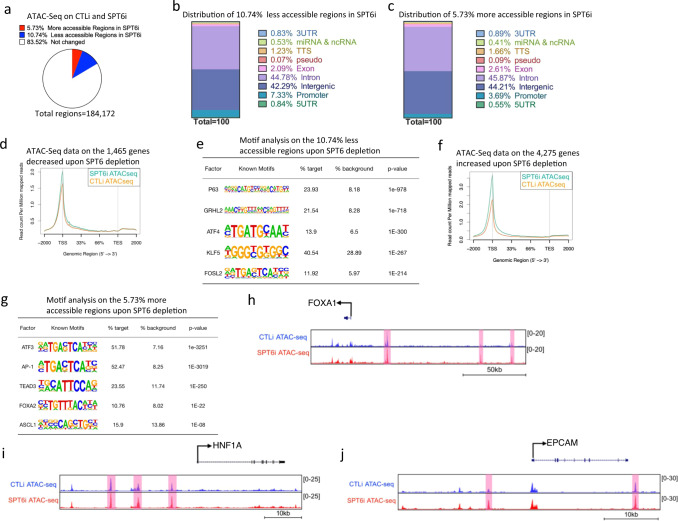
Depletion of SPT6 leads to loss of chromatin accessibility for P63 binding sites and gain of accessibility for transcription factors specifying other lineages. **a** Pie chart of the percentage of regions with more or less accessible chromatin upon SPT6 depletion. CTLi and SPT6i samples were differentiated for 3 days and subjected to ATAC-Seq. *N* = 2 independent experiments. **b** Distribution of regions with less accessible chromatin upon SPT6 knockdown. **c** Distribution of regions with more accessible chromatin upon SPT6 loss. **d** ATAC-Seq signal for the 1465 genes reduced in expression upon SPT6 knockdown. ATAC-Seq signal for CTLi is shown in orange while SPT6i is shown in teal. Read count per million mapped reads is shown on the *Y*-axis. The *X*-axis represents regions across genes. TSS is transcription start site and TES is transcription end site. **e** Transcription factor motif search for the 10.74% regions with less accessible chromatin upon SPT6 knockdown. *p* value calculated using hypergeometric distribution. **f** ATAC-Seq signal for the 4275 genes increased in expression upon SPT6 knockdown. ATAC-Seq signal for CTLi is shown in orange while SPT6i is shown in teal. **g** Transcription factor motif search for the 5.73% regions with more accessible chromatin upon SPT6 knockdown. *p* value calculated using hypergeometric distribution. Gene tracks showing intestinal genes *FOXA1* (**h**), *HNF1A* (**i**), and *EPCAM* (**j**). ATAC-Seq signals for CTLi (blue) and SPT6i (red) are shown. Regions marked in pink denote increased chromatin accessibility upon SPT6 depletion. *Y*-axis represents reads per million. *X*-axis denotes regions along the gene.

### SPT6 suppresses an intestinal fate by promoting the expression of P63

Since there was increased chromatin accessibility near genes important for specifying non-epidermal lineages, we asked if SPT6 knockdown triggers a different tissue fate. To test this, genes upregulated ≥10 fold (472 genes) upon SPT6 depletion were used to query the Human Gene Atlas and ARCHS4 Tissues database through Enrichr to determine which tissue or cell type the 472 genes correlated with the most^44,48,49^. 

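At the thresholds given for RNA-Seq, 472 genes were at least 10-fold higher in SPT6i. A pseudocount of 1 lowered the number to 60, and division by the total RPKM raised it to 1249. Leaving out 1 sample at a time gave 445 to 507 genes. The query of the tissue databases was not repeated here.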

The Human Gene Atlas contains RNA-Seq samples from 37 different types of normal tissue and ARCHS4 is a compilation of 84,863 human RNA-Seq datasets covering a broad range of cell types and tissues. The only significant tissue that matched with the 472 upregulated genes was colon from the Human Gene Atlas (Fig. 6a). Similarly, gastric epithelial cells were the top match from the ARCHS4 Tissues database and matches to colon was also significant in the same database (Fig. 6b). A comparison between CTLi and SPT6i tissue showed that these intestinal genes (identified from the ARCHS4 database) were highly upregulated upon SPT6 loss and includes genes such as *HNF1A*, *MUC2*, *LGR5*, *VIL1*, *FOXA1*, *CDX2*, *CLDN3*, *AGR2*, *TSPAN1*, *EPCAM*, and *CDHR2* (Fig. 6c and Supplementary Fig. 4a). 

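FOXA1, CDHR2, AGR2, EPCAM, TSPAN1 and CLDN3, named in the paper as intestinal genes, were in the table of called genes and higher in SPT6i. FOXA1 rose from 0.204 ± 0.00894 to 30.8 ± 1.45 RPKM (SD, n = 3 each), a log2 fold change of 7.24 (standard error 0.120, adjusted p = 4.59e-08 from limma). CDHR2 rose by 8.11, AGR2 by 6.88, EPCAM by 5.71 (from 1.95 to 101 RPKM), TSPAN1 by 5.58 and CLDN3 by 4.44 on the log2 scale. CLDN3 reached 0.611 RPKM in SPT6i and, with a pseudocount of 1, no longer passed a 2-fold change. MUC2, LGR5, VIL1, CDX2 and KRT20, the last of which the paper names for organoids alone, were not in the table. Having asked whether SPT6 loss triggers another tissue fate and matched the 472 genes to colon, the paper states that these intestinal genes were highly upregulated.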

We also wanted to determine if the entire SPT6 gene expression signature matched with that of colon. We performed Pearson correlations of the SPT6 knockdown RNA-Seq with that of previously published RNA-Seq data derived from human brain, skeletal muscle, adipocyte, trachea, and colon^50–52^. The SPT6 signature was most similar to colon with an average Pearson coefficient of 0.7 followed by skeletal muscle (0.305) and low correlations with brain (0.085), adipocyte (0.125), and trachea (0.07) (Fig. 6d). 

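Across the 5721 listed genes with a log2 RPKM of at least -10 in every sample, the Pearson correlation of log2 RPKM between CTLi and SPT6i samples was on average 0.619 (0.593 to 0.636 over 9 pairs of samples), and the Spearman correlation 0.675. Within a group it was 0.990 on average over 6 pairs. The genes are those already called as changed, and genes are not independent replicates.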

The control human regenerated skin samples showed low correlations (0.29) with colon and SPT6 knockdown samples (0.44) (Fig. 6d). This suggests that loss of SPT6 caused the tissue to resemble more of a colon than skin phenotype. Next, we wanted to elucidate the mechanism behind this altered cell fate. P63 is a master regulator of epidermal fate with p63 knockout mouse embryos developing intestine-like metaplasia^53^. 

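TP63, the gene of P63 (chromosome 3, 189349178 to 189615065, plus strand), fell from 43.4 ± 1.54 to 4.34 ± 0.519 RPKM (SD, n = 3 each), a log2 fold change of -3.33 (standard error 0.136, adjusted p = 1.16e-06 from limma). The SPT6 list had 1 peak on it, in the 3' UTR from 189598079 to 189598353 with a score of 46. Over the transcript that starts at 189507448, Pol II peaks covered 54.0% of the body in differentiation and 12.6% in SPT6i, and 100% and 77.8% of the promoter proximal region. The differentiation list comes from cells without siRNA and holds more peaks than the SPT6i list, and the CTLi list was not analysed here. Over the longest transcript of TP63, with as many peaks in both lists, peaks covered 3.93% of the body in differentiation and 5.22% in SPT6i.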

SPT6 bound to *P63* and is required for its transcription elongation and mRNA expression (Fig. 6e and Supplementary Fig. 3d and Supplementary Data 4). Measurement of nascent *P63* mRNA by pulsing control and SPT6 depleted cells with 5-ethynyl uridine also showed a significant decrease of *P63* mRNA from the gene body (exon 1, exon 6, intron 8, and the last exon) in SPT6 knockdown cells (Fig. 6f). Loss of *P63* mRNA from the gene body was accompanied by a large increase of the message accumulating near the TSS region suggesting that SPT6 is necessary for elongation of *P63* transcripts (Fig. 6f). This resulted in loss of P63 on the protein level using in vitro Ca2+ induced differentiation and regenerated human tissue (Fig. 6g and Supplementary Fig. 4b). Intersection of the upregulated genes due to SPT6 knockdown (RNA-Seq) with genes bound by P63 [(P63 ChIP-Seq in differentiated primary human keratinocytes^54^] showed that 45.9% of the genes overlapped (Supplementary Fig. 4c). This suggests that p63 may act as a repressor on those genes. Supporting this, the chromatin accessibility increased at P63 bound intestinal genes such as *HNF1A*, *FOXA1*, *CDHR2*, and *EPCAM* upon SPT6 loss (Supplementary Fig. 4d–g). Furthermore, knockdown of SPT6 caused decreased P63 binding at those genes (Supplementary Fig. 4h). 

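Within 50 kb of CDHR2 (chromosome 5, 175969512 to 176022975) the CTLi list had 25 ATAC-Seq peaks and the SPT6i list 20, of which 3 were in CTLi alone and none in SPT6i alone. The CTLi-only peaks ran from 175968528 to 175969009, from 175979672 to 175979932 and from 176056898 to 176057947.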

Loss of P63 in regenerated human tissue also resulted in the upregulation of the same set of intestinal genes as SPT6i including *HNF1A*, *MUC2*, *LGR5*, *VIL1*, *FOXA1*, *CDX2*, *CLDN3*, *AGR2*, *TSPAN1*, *EPCAM*, and *CDHR2* (Supplementary Fig. 4i). This suggests that SPT6 may be promoting the expression of P63 to suppress the intestinal genes. If this were true, then ectopic expression of P63 should be able to block induction of intestinal gene expression in SPT6 knockdown tissue. Control epidermis, generated from keratinocytes treated with control siRNAs and retroviral expression of LACZ (CTLi + LACZ), had robust P63 and no detectable FOXA1 expression (Fig. 6h). FOXA1 has been shown to be one of three transcription factors necessary to reprogram murine embryonic fibroblasts into an intestinal fate^55^. Expression of P63 was lost in SPT6 (SPT6i + LACZ) or P63 (P63i + LACZ) knockdown tissue which was replaced by robust expression of FOXA1 (Fig. 6h). Importantly, retroviral expression of P63 suppressed FOXA1 expression as well as *HNF1A*, *MUC2*, *LGR5*, *VIL1*, *FOXA1*, *CDX2*, *CLDN3*, *AGR2*, *TSPAN1*, *EPCAM*, and *CDHR2* mRNA expression in SPT6 depleted tissue but did not restore epidermal differentiation gene expression (Fig. 6h–j). These results suggest that SPT6 directly regulates epidermal differentiation genes through elongation and indirectly prevents an intestinal fate by promoting the expression of P63 and possibly other paused transcription factors.

**Fig. 6:**
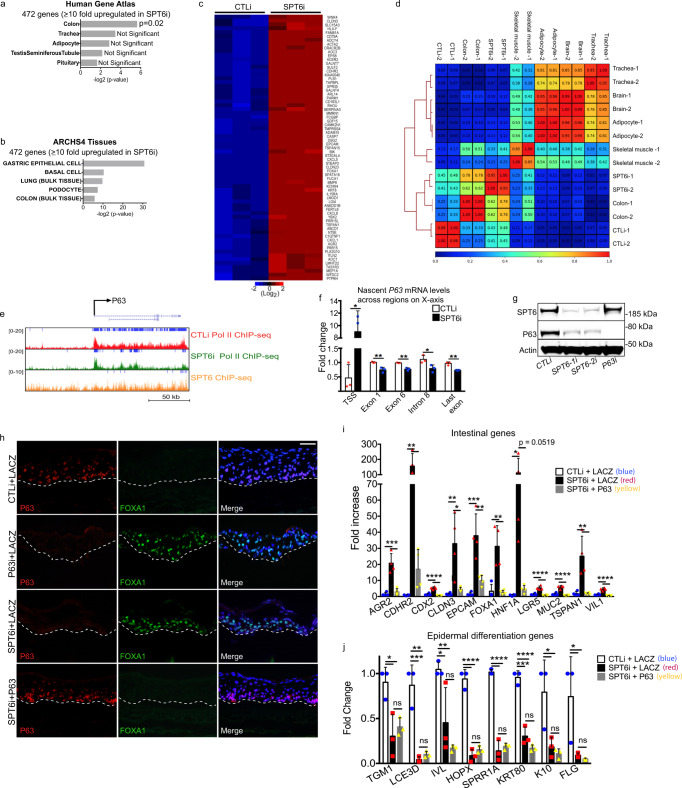
Depletion of SPT6 leads to an intestinal-like phenotype due to loss of P63 expression. **a** The top 472 genes upregulated upon SPT6 depletion were searched in the Human Gene Atlas database to determine tissues with most similar gene expression using hypergeometric distribution. **b** The top 472 genes upregulated upon SPT6 depletion were used in the ARCHS4 database to determine tissues or cell types with most similar gene expression using hypergeometric distribution. **c** Heatmap of the intestinal genes (from the ARCHS4 database) upregulated upon SPT6 knockdown. Heatmap is shown in Log2. **d** Pearson correlation and clustering of CTLi and SPT6i gene expression signatures with brain, colon, adipocyte, trachea, and skeletal muscle. Replicate RNA-Seq samples are shown for each tissue. **e** Gene track of *P63*. SPT6 ChIP-Seq is shown in orange. CTLi (red) and SPT6i (green) Pol II ChIP-Seq are also shown. *Y*-axis shows reads per million and blue bars over gene track represent significant peaks. **f** Measurement of nascent *P63* mRNA levels in CTLi and SPT6i cells differentiated for 3 days. Cells were pulsed with 5-ethynyl uridine for 4 h and nascent transcripts purified. Levels of nascent *P63* mRNA levels were measured using RT-QPCR at the regions shown on the *X*-axis. *N* = 3 independent experiments, mean values are shown with error bars = SD, two-sided *t*-test. * = 0.012 for TSS, ** = 0.0074 for exon 1, ** = 0.0012 for exon 6, * = 0.044 for intron 8, ** = 0.0024 for last exon. **g** Western blot for SPT6 and P63 protein levels in CTLi, SPT6-1i, SPT6-2i, and P63i cells. Representative image is shown, *n* = 3 independent experiments. **h** Immunofluorescent staining of P63 (red) and FOXA1 (green) in day 6 regenerated human epidermis. Samples include CTLi + LACZ, P63i + LACZ, SPT6i + LACZ, and SPT6i + P63. LACZ and P63 are exogenous retroviral expression of the open reading frames of each gene. Merged image includes Hoechst staining of nuclei. *n* = 3 independent experiments, scale bar = 60 μm. **i** RT-qPCR quantifying the relative mRNA expression levels of intestinal genes in regenerated human epidermis (day 6). Samples include CTLi + LACZ, SPT6i + LACZ, and SPT6i + P63. LACZ and P63 are exogenous retroviral expression of the open reading frames of each gene. qPCR values were normalized to *L32*. N = 4 independent experiments. *p* = 0.0008 for AGR2, *p* = 0.0089 for CDHR2, *p* = 0.0002 for CDX2, *p* = 0.0165 for CLDN3, *p* = 0.0018 for EPCAM, *p* = 0.0062 for FOXA1, *p* = 0.0006 for LGR5, *p* = 0.0004 for MUC2, *p* = 0.0099 for TSPAN1, *p* = 0.0004 for VIL1. **j** RT-qPCR quantifying the relative mRNA expression levels of epidermal differentiation genes in regenerated human epidermis (day 6). Samples include CTLi + LACZ, SPT6i + LACZ, and SPT6i + P63. LACZ and P63 are exogenous retroviral expression of the open reading frames of each gene. qPCR values were normalized to *L32*. *N* = 3 independent experiments. *p* = 0.0241 for TGM1, *p* = 0.0033 for LCE3D, *p* = 0.0003 for HOPX, *p* = 0.0002 for SPRR1A, *p* = 0.0009 for KRT80, *p* = 0.0478 for K10. ns not significant. Mean values are shown with error bars = SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-sided *t*-test for **i**, **j**).

To explore whether loss of SPT6 can lead to formation of intestinal epithelial structures, we cultured control and SPT6 knockdown keratinocytes as single cells in matrigel to form 3D organoids. The cells were grown in proliferation (promotes intestinal stem cell expansion) or differentiation media (promotes budding into crypt-like structures via differentiation of stem cells into mature crypt cells) in the presence of Wnt3a, R-spondin, and noggin. These culture conditions have previously been shown to promote the growth of intestinal stem cells into large spherical structures containing a polarized epithelium around a centered lumen with budding crypt-like domains^55–58^. In the case of control cells, ~90% of the colonies grew as large solid spheroids (without a lumen) regardless of whether they were grown in proliferation or differentiation medium (Fig. 7a, e, f). In contrast, the proportion of solid spheres was decreased to ~60% in proliferation and ~45% in differentiation media in SPT6 depleted cells (Fig. 7e, f). This drop in solid spheres was replaced by a concomitant increase in spheroid with lumen (single or multiple: Fig. 7c, right panel), budding (Fig. 7b, g; ~8% in proliferation media and ~15% in differentiation media), and apoptotic events (Fig. 7c, left panel). These phenotypes mirrored that seen in healthy human colon organoids derived from biopsies obtained during routine colonoscopy (Fig. 7d). Notably, no budding structures were detected in control cells (Fig. 7g). SPT6 depleted organoids also expressed intestinal genes such as *HNF1A*, *FOXA1*, *LGR5*, *KRT20*, *MUC2*, and *CDHR2* (Fig. 7h). These data suggest that SPT6 loss leads to a morphologic and gene expression transformation that resembles an intestinal fate.

**Fig. 7:**
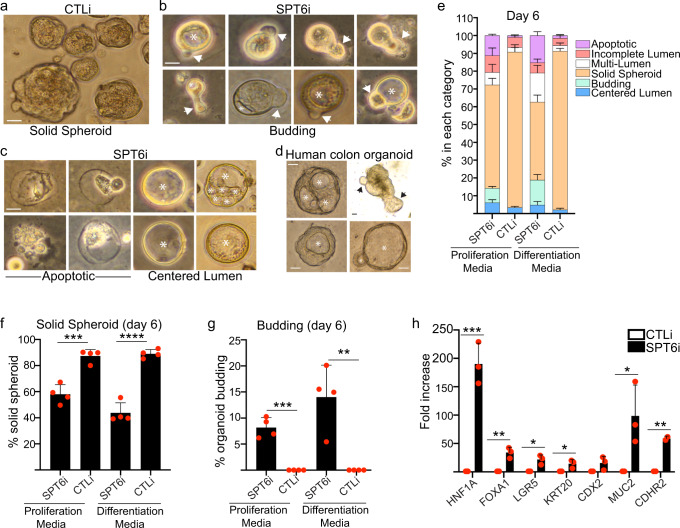
SPT6 knockdown cells can generate structures resembling intestinal organoids. **a** Representative image of control (CTLi) knockdown primary human keratinocytes grown in matrigel in the presence of Wnt3a, R-spondin, and noggin. **b**, **c** Images of SPT6 (SPT6i) knockdown primary human keratinocytes grown in matrigel in the presence of Wnt3a, R-spondin, and noggin. A montage of images of budding organoids is shown in **b**. A montage of images of apoptotic (**c**: left panel) and lumen-containing spheroids (**c**: right panel) is shown. **d** Representative images of healthy human colon organoids are shown. Arrows denote budding and asterisks denote centered lumen for **b**–**d**. Scale bar = 100 μm for **a**–**d**. *N* = 4 independent experiments which all showed similar results. **e** Stacked bar graphs display the percent (%) of SPT6 (SPT6i) or control (CTLi) knockdown organoids that are budding, apoptotic, with incomplete lumen, multi-lumen, solid spheroids, or centered lumen. *N* = 4 independent experiments. **f** Bar graphs display the percent (%) of SPT6i or CTLi solid spheroids. *N* = 4 independent experiments. *** = 0.0006 for proliferation media. **g** Bar graphs display the percent (%) of SPT6i or CTLi organoids that are budding. *N* = 4 independent experiments. *** = 0.0001 for proliferation media, ** = 0.0039 for differentiation media. **h** RT-qPCR quantifying the relative mRNA expression levels of intestinal genes in CTLi and SPT6i organoids. qPCR values were normalized to *L32*. *** = 0.0009 for HNF1A, ** = 0.0037 for FOXA1, * = 0.012 for LGR5, * = 0.0332 for KRT20, * = 0.036 for MUC2. *N* = 3 independent experiments. Mean values are shown with error bars = SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-sided *t*-test, **f**–**h**).

## Discussion

Promoter proximal pausing has been prominently studied in *Drosophila* embryos and ESCs in the context of regulation of developmental genes^21–24^. Pol II may be paused on developmental genes to poise critical genes for rapid induction upon the appropriate signal during development^59^. Surprisingly, there is not much known about this process in adult stem and progenitor cell fate decisions. Here, we have shown that ~30% of induced epidermal differentiation genes already have paused Pol II binding in stem and progenitor cells. Pol II accumulated at the promoter proximal regions. In total, 155 of these genes were categorized as highly paused with a TR ≤ 0.25, while 539 genes were moderately paused. Upon induction of differentiation, there was a dramatic decrease in Pol II accumulation/pausing at the promoter proximal regions in the 694 differentiation genes which also resulted in a significant increase in their TRs. These important genes include *DSG3* and *ABCA12* where loss of function results in skin diseases such as pemphigus vulgaris and harlequin ichthyosis^60,61^. Notably, the paused genes were also enriched for transcription factors critical for the differentiation process such as *OVOL1*, *GRHL1, KLF4, KLF5, MAF, FOSL2*, and *CEBPB*^9,10,13,15,16,62,63^. This suggests that these pause regulated transcription factors may recruit Pol II to turn on the non-pause regulated differentiation genes.

If transcriptional elongation regulates ~30% of epidermal differentiation genes, then factors that regulate pause release/transcription elongation should be critical for the differentiation process. Through an RNAi screen of these factors, we identified SPT6 to be a critical regulator of epidermal differentiation. It is interesting to note that none of the other factors had any impacts on differentiation. This is in line with observations in ESCs where specific elongation/pause release factors govern distinct ESC behavior. For example, Paf1C and Phf5a are important for the elongation of genes coding for pluripotency transcription factors, while Ell3 is necessary for establishing Pol II at developmental genes in ESCs^64–66^. In addition, NELF is necessary for regulating cell cycle genes in ESCs suggesting that different elongation/pause release factors have different targets as well as functions even in the same cell type^67^. Thus, it is possible that the factors we screened may have other functions in the skin such as in promoting self-renewal. This will be an interesting area for future investigation.

Loss of SPT6 blocked early (KRT1, KRT10) and late (FLG, LOR) differentiation as well as stratification of the epidermis. Global gene expression profiling of SPT6 knockdown tissue showed that 1465 genes were downregulated that had GO terms related to skin development and differentiation. ChIP-Seq of SPT6 showed that SPT6 bound to 6307 genes that were enriched in epidermis development and keratinocyte differentiation GO terms. However, it should be noted that SPT6 does not exclusively bind differentiation genes as it also binds and regulates the expression of basal layer specific genes such as *KRT5, P63,* and *KRT14* (Supplementary Data 4 and 5). It is currently unclear how SPT6 binds with such specificity to epidermal genes. It is possible that SPT6 is recruited by an early epidermal differentiation transcription factor to promote elongation. Growth promoting transcription factors such as YAP and C-MYC have been found to promote Pol II pause release instead of Pol II recruitment to target genes, suggesting that a transcription factor may potentially recruit SPT6 to promote transcriptional elongation of epidermal genes^21,68^. SPT6 bound to 34.5% of upregulated differentiation genes and nearly 40% of the genes with decreased expression upon SPT6 depletion supporting the idea that SPT6 is important for epidermal gene expression. SPT6 binding to these genes resembled the profile of Pol II suggesting it may act as an elongation factor. To demonstrate this, Pol II ChIP-Seq was used to determine the binding profile of Pol II in the absence of SPT6. On SPT6 bound genes, loss of SPT6 increased promoter proximal pausing of Pol II and reduced Pol II binding throughout the gene suggesting SPT6 promotes transcription elongation. Pol II binding to the gene bodies of the 694 paused differentiation genes was also decreased that correlated with a significant decrease in their TRs. In contrast, SPT6 knockdown had minimal impact on the RNA Pol II binding profile on non-SPT6 bound genes. Our results suggest that SPT6 binds to and is necessary for the transcriptional elongation of epidermal genes. The current model of transcription elongation elucidated by cryo-EM suggests that the complex of pTEFb, SPT6, and PAF is required for transcription elongation activation in vitro^30^. However, it is unclear whether this same mode of regulation occurs in a tissue setting. We have shown here that PAF1 and SPT6 work in the same genetic pathway where they are both required for epidermal differentiation. Additionally, PAF1 binds to the same genes as SPT6 and loss of PAF1 results in Pol II stalling at the TSS regions of differentiation genes. Our data suggest that SPT6 promotes elongation in conjunction with PAF1 to promote differentiation in a tissue setting that is in line with the in vitro model of elongation. It will be interesting to determine whether this same group of proteins is necessary for elongation in other organs of the body. This is important in light of our small RNAi screen where other major known elongation factors had no apparent impact on epidermal differentiation. This suggests that the elongation factors that have been primarily characterized in vitro and thought to work together in a complex may have differing and even opposite functions in tissue.

The next question we asked was whether a loss of transcription elongation impacted chromatin accessibility through ATAC-Seq. The vast majority of the genome had no change in accessibility upon SPT6 depletion whereas 5.73% gained, while 10.74% lost accessibility. Interestingly, there was a slight increase in the chromatin accessibility of the 1465 genes decreased upon SPT6 loss suggesting that loss of transcription elongation does not lead to a loss of chromatin accessibility. An examination of the 4275 genes upregulated upon SPT6 depletion showed an even greater increase in chromatin accessibility in their TSS. Moreover, a motif search of the regions that gained chromatin accessibility was surprisingly enriched for transcription factors motifs that specify other lineages such as the brain and gut. This suggested the possibility that SPT6 loss resulted in an altered cell fate. To test this, we took the 472 genes that are ≥10 fold upregulated in expression upon SPT6 depletion and found that they were enriched for colon and gastric epithelial cell signatures. In addition, pearson correlations of the entire gene expression signature of SPT6i cells showed high correlation (avg. 0.7) with RNA-Seq signatures derived from human colon but not skeletal muscle or brain. Since SPT6 promotes transcriptional elongation of epidermal genes, how does its loss lead to an intestinal-like phenotype. A motif search of the regions that lost chromatin accessibility showed the transcription factor P63 as the most significant. P63 is a transcription factor necessary for epidermal fate determination and part of SPT6’s loss of function phenotype may be mediated through this factor. Supporting this, SPT6 knockdown resulted in Pol II depletion from the gene body of P63 which led to loss of P63 expression on the mRNA and protein level. Knockdown of P63 also resulted in upregulation of intestinal genes such as *FOXA1*, *CDX2*, *VIL1*, *CLDN3*, *AGR2*, *EPCAM*, *LGR5*, and *CDHR2*. These results are consistent with observations that p63 null mouse embryos develop intestine-like metaplasia^53^. Another group also showed that in embryonic epithelia, p63 knockout prevented stratification which resulted in a single layer epithelium with expression of mesodermal/muscle genes^69^. More recently, Qu et al. used keratinocytes derived from EEC patients to show that epidermal cell identity was lost in cells with p63 DNA binding mutations^70^. These mutant cells also had upregulated expression of neuronal and mesenchymal genes. It is notable that SPT6 loss had the highest Pearson correlation with colon and followed by skeletal muscle suggesting regulation of P63 may be partially responsible for some of its phenotype. In support of this, over 45% of the genes upregulated upon SPT6 knockdown had P63 binding suggesting that P63 may be acting as a repressor on these genes. SPT6 knockdown also resulted in increased chromatin accessibility at P63 bound intestinal genes including *HNF1A*, *FOXA1*, *EPCAM*, and *CDHR2*. Furthermore, ectopic expression of P63 prevented the induction of intestinal genes but did not restore epidermal differentiation gene expression in SPT6 depleted tissue. It is also possible that other pause regulated transcription factors contribute to the intestinal-like phenotype since SPT6 knockdown also causes loss of their expression. These other transcription factors may also contribute to epidermal identity as well as suppressing other cell fates.

We have also shown here that SPT6 knockdown cells grown in matrigel in the presence of Wnt3a, R-spondin, and noggin can form structures that resemble intestinal organoids with the presence of centered lumen and rudimentary budding structures. However, it is unclear how similar and whether these cells behave like real intestinal organoids. It will be interesting in the future to determine whether organoids derived from SPT6 depleted human keratinocytes can rescue mice in colon injury models.

Here, we have found a prominent role for SPT6 in promoting epidermal differentiation through elongation. SPT6 directly promotes the elongation of structural differentiation genes as well as transcription factors necessary to turn on the rest of the differentiation program (differentiation genes without Pol II loading in undifferentiated cells). Lastly, SPT6 indirectly suppresses an intestinal cell fate through master regulators of epidermal fate such as P63. In summary, we have elucidated a critical pathway where regulation of promoter pausing/transcriptional elongation through SPT6 plays a major role in somatic cell fate decisions.

## Methods

### Primers and siRNA sequences

All primers and siRNA sequences can be found in Supplementary Data 8.

### Primary cells

Primary human epidermal keratinocytes were derived from neonatal foreskin and cultured in EpiLife medium (ThermoFisher: MEPI500CA) supplemented with human keratinocyte growth supplement (ThermoFisher: S1001K) and pen/strep. Proliferating, non-differentiated keratinocytes were cultured in subconfluent conditions. To induce epidermal differentiation, primary human keratinocytes were plated at full confluence in the presence of 1.2 mM calcium for 3 days. Phoenix cells were cultured in DMEM with 10% fetal calf serum.

### Organotypic cultures of human epidermis

For the organotypic skin cultures, one million control or SPT6 knockdown cells were seeded onto devitalized human dermis to regenerate human epidermis^45,71^. Human dermis was purchased from the New York Firefighters Skin Bank. Dermis seeded cells were raised to the air liquid interface to promote differentiation and stratification. Tissue was harvested 6 days after initial seeding. Half of each sample was embedded into OCT for sectioning and the other half was collected for RNA extraction.

### siRNA transfection

siRNAs targeting human SPT6 (final concentration 10 nM) or control siRNAs were transfected into keratinocytes using Lipofectamine RNAiMAX (Thermo: 13778-500) reagent according to the manual and incubated for 18 h.

### RNA isolation and RT-QPCR

Total RNA from cells or tissue was extracted using the GeneJET RNA purification kit (Thermo Scientific: K0732) and quantified using a Nanodrop. In total, 1 μg of total RNA was reversed transcribed using the Maxima cDNA synthesis kit. Quantitative PCR was performed using the BioRad LFX96 real-time system. L32 was used as internal control for normalization.

### Western blotting

Twenty microgram of the cell lysates were used for immunoblotting and resolved on 10% SDS-PAGE and transferred to PVDF membranes. Primary antibodies used include beta-actin (Santa Cruz: Sc-47778) at 1:5000, ELL (Cell Signaling Technology: 14468) at 1:500, SPT5 (Bethyl: A300-869A) at 1:500, p63 (Abcam: ab124762) at 1:1000, and SPT6 (Bethyl: A300-801A) at 1:1000. Secondary antibodies including IRDye 800CW (LI-COR: 926-32212) donkey anti-mouse and IRDye 680RD (LI-COR: 926-68073) donkey anti-rabbit were used at 1:10000.

### Histology and immunofluorescence

Cultured cells or tissue were fixed in 4% paraformaldehyde for 11 min followed by blocking in PBS with 2.5% normal goat serum, 0.3% triton X-100, and 2% bovine serum albumin for 30 min Primary antibodies used were P63 (Rabbit, Abcam: ab124762) at 1:1000, P63 (Mouse, Abcam: Ab735) at 1:100, FOXA1 (Cell Signaling: 53528S) at 1:1000, Loricrin (Abcam: Ab198994) at 1:1000, Filaggrin (Abcam: Ab3137) at 1:200, MKi67 (Abcam: Ab16667) at 1:300, Keratin 10 (Abcam: Ab9025) at 1:500, Keratin 1 (Biolegend: 905204) at 1:500 for 1 h. The secondary antibodies used were Alexa 555 conjugated goat anti-mouse IgG (Thermo: A11029) or Alexa 488 conjugated donkey anti-rabbit IgG (Thermo: A21206) both at 1:500. Nuclear dye, Hoechst 33342 (Thermo:H3570) was used at 1:1000.

### RNA-sequencing (RNA-seq) and library preparation

One million control or SPT6i cells were placed on devitalized human dermis and harvested 6 days later. Three biological triplicates were obtained for both CTLi and SPT6i and total RNA was isolated using the GeneJET RNA (Thermo: K0732) purification kit and quantified by Nanodrop. RNA-seq was performed using the Illumina HiSeq 4000 machine at the Institute of Genomic Medicine core facility at UCSD. RNA-seq libraries were prepared with TruSeq RNA Library Prep Kit then multiplexed and ~40 million reads per sample were obtained.

### Chromatin immunoprecipitation sequencing (ChIP-seq), library preparation, and ChIP-QPCR

Ten million cells and 5 μg of antibody were used for each antibody pulldown experiment for ChIP^46,72,73^. ChIP was performed using the following antibodies: SPT6 (Bethyl: A300-801A), RNA Pol II (Active Motif: 91151), PAF1 (Bethyl: A300-172A), p63 (Abcam: Ab735), Rabbit IgG (Millipore: 12-370), and mouse IgG (Abcam: Ab18413). Cells for the RNA Pol II ChIP-QPCR or ChIP-Seq were fixed at a final concentration of 1% formaldehyde. Cells for the SPT6 ChIP-QPCR or ChIP-Seq were fixed in both formaldehyde (1% final concentration, Thermo: 28908) and disuccinimidyl glutarate (2 mM final concentration, Thermo: 20593). QPCR results are represented as a percentage of input DNA.

For ChIP-Seq, the ChIP DNA library was prepared using the TruSeq DNA sample prep kit (Illumina). Sequencing was done on the HiSeq 4000 System (Illumina) using single 1 × 75 reads at the Institute for Genomic Medicine Core, UCSD.

### ATAC-sequencing (ATAC-seq) and library preparation

One million keratinocytes were transfected with control siRNA or SPT6 siRNA 1 day before seeded on a 12-well plate (Wuxi, CELL NEST, China, Cat# 712001). After inducing differentiation for 3 days, the cells were washed briefly with phosphate-buffered saline (PBS) two times. Permeabilized nuclei were obtained by resuspending cells in 250 µl Nuclear Permeabilization Buffer [(10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20, 0.1% IGEPAL-CA630, 0.01% digitonin in Molecular biology water], and incubating for 5 min on a rotator at 4 °C. Nuclei were then pelleted by centrifugation for 5 min at 500 × *g* at 4 °C. The pellet was resuspended in 25 µl ice-cold Tagmentation Buffer [33 mM Tris-acetate (pH = 7.8), 66 mM K-acetate, 11 mM Mg-acetate, 16% DMF in Molecular biology water]. An aliquot was then taken and counted by hemocytometer to determine nuclei concentration. Approximately 50,000 nuclei were resuspended in 10 µl ice-cold Tagmentation Buffer, and incubated with 1 µl Tagmentation enzyme at 37 °C for 30 min with shaking 500 rpm. The tagmentated DNA was purified using MinElute PCR purification kit.

The libraries were amplified using NEBNext High-Fidelity 2X PCR Master Mix with primer extension at 72 °C for 5 min, denaturation at 98 °C for 30 s, followed by eight cycles of denaturation at 98 °C for 10 s, annealing at 63 °C for 30 s, and extension at 72 °C for 60 s. Amplified libraries were then purified using MinElute PCR purification kit, and two size selection steps were performed using SPRIselect bead at 0.55X and 1.5X bead-to-sample volume rations, respectively. Sequencing was performed at the UC San Diego IGM Genomics Center on an Illumina NovaSeq 6000 using the 100 bp paired-end protocol. The ATAC-seq was performed in CTLi and SPT6i cells in duplicates.

### Nascent P63 mRNA measurement

Control and SPT6 knockdown cells were differentiated for 3 days and pulsed with 5-ethynyl uridine (EU) for 4 h. After the pulse, nascent RNA labeled with EU is used in a copper catalyzed click reaction with azide-modified biotin. The EU-biotin labeled RNA is then purified and selectively isolated using streptavidin magnetic beads according to manufacturer’s protocol (Click-iT Nascent RNA Capture Kit: Invitrogen C10365). RT-QPCR was used to measure levels of nascent *P63* mRNA.

### Intestinal organoid culture

Control and SPT6 knockdown keratinocytes were cultured under intestinal organoid conditions^56^. Cells were seeded in Matrigel (Corning, 354234) domes at 5 × 10^4^ cells per well in a 24-well plate (USA Scientific, CC7682-7524). The plate was inverted and incubated at 37 °C to allow for Matrigel polymerization. After 10 min, 500 ul of proliferation media (50% conditioned media prepared from L-WRN cells (ATCC, CRL-3276) containing Wnt3a, R-spondin, and noggin) or differentiation media (5% conditioned media) was added to each well^57^. Cells were maintained in a humidified 37 °C/5% CO_2_ incubator for 9–10 days. Media changes were performed every 2–3 days. Cells were monitored under a light microscope for evidence of organoid formation and crypt budding. Every 3 days, organoid lumen structures (centered, solid, multi, incomplete, budding, and apoptotic) were imaged and counted. The colon organoids were isolated from the colonic tissue specimens of healthy adult human subjects undergoing routine colonoscopy^56,74^. The isolation and biobanking of organoids from these biopsies was carried out using an approved human research protocol (IRB# 190105: PI Ghosh and Das) that covers human subject research at the UC San Diego HUMANOID Center of Research Excellence.

## Quantification and statistical analysis

### RNA-seq data processing

Reads were aligned to the GENCODE v19 transcriptome hg19 using TopHat2 with default settings^75^. Differential expression among samples was calculated using ANOVA from the Partek Genomic Suite (Partek Incorporated). Analysis of the read count distribution indicated that a threshold of ten reads per gene generally separated expressed from unexpressed genes, so all genes with fewer than ten reads were excluded from ANOVA analysis. Gene lists for significantly upregulated or downregulated genes were created using FDR < 0.05 and ≥2-fold change. Enriched GO terms for RNA-seq differentially expressed gene sets were identified using Enrichr^44,76^. Heatmaps for the RNA-seq data were generated using Partek’s Genomic Suite (http://www.partek.com/partek-genomics-suite/).

### ChIP-seq data processing

The ChIP-seq reads were processed by the ENCODE Transcription Factor and Histone ChIP-Seq processing pipeline (https://github.com/ENCODE-DCC/chip-seq-pipeline2) on our local workstation. The reads were first trimmed based on quality score before alignment to reference hg19; Upon alignment and deduplication, the peak calling was then carried out by MACS 2.2.4 with a cutoff *q* value of 0.05^77,78^. The heatmaps for the ChIP-Seq data were generated using ngs.plot^79^. Gene tracks were visualized using UCSC genome browser along with annotation tracks.

### ATAC-seq data processing

We deployed the ENCODE ATAC-seq pipeline ATAC-seq pipeline v1.7.0 (https://github.com/ENCODE-DCC/atac-seq-pipeline) on our local workstation for ATAC-seq peak calling. The raw reads were trimmed with cutadapt2.5 before aligned to the GRCh37 (hg19) using bowtie2.3^80^. The alignment files were then deduplicated using picard2.20 prior to being converted to tag files and subjected to peaking calling using MACS 2.2.4. The overlapped peaks from different samples were then merged into a consensus set of peaks prior to being divided into evenly spaced 500 bp chromatin regions over that the aligned reads could be recounted for differential enrichment analysis using DiffBind2.14^81^. DEseq2 was invoked to perform the differential analysis for accessible peaks^82^. FDR of less or equal to 0.05 was used to correct for the multiple tests.

### Calculation of travel ratio from RNA Pol II ChIP-Seq data

To compute the TR for each gene, the following steps were implemented: (1) we defined the TSS region as 50 bp upstream to 300 bp downstream of the TSS, and the gene body as 300 bp downstream of the TSS to 1000 bp downstream of the TES; (2) the average enrichment score over a genomic region was computed using UCSC genome browser utility *bigWigAverageOverBed* with the Pol II ChIP-Seq fold change signal track; (3) the TR was then calculated as the ratio between the average enrichment score over the gene body region and the score over TSS region. As gene with multiple transcripts would bring about multiple options in defining the corresponding genomic regions, we opted to use the transcript with the highest average signal over the entire gene in the ChIP-seq control sample (input) for simplicity. The TSS reference was taken from UCSC genome browser (GRCh37/hg19 version). Genes with a length smaller than 1 kb and overlapping with or less than 2 kb away from other genes were excluded for calculation to avoid enrichment double counting. The empirical cumulative distribution function (ECDF) plot was generated using log2 transformed TRs (averaged from replicates or triplicates) and plotted using R. Wilcoxon rank sum test was used to evaluate the difference between groups.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

## Data Availability

The datasets generated from this study including RNA-Seq, ChIP-Seq, and ATAC-Seq data has been deposited in GEO (GSE153129). Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

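Primary human keratinocytes and epidermis regenerated from them were measured by RNA-Seq in 3 CTLi and 3 SPT6i samples on day 6, by Pol II ChIP-Seq in 3 proliferation, 3 differentiation and 2 SPT6i samples, by SPT6 ChIP-Seq in 2 samples, and by ATAC-Seq in 2 CTLi and 2 SPT6i samples, with 1 input sample for each ChIP-Seq condition. Differentiation lasted 3 days in 1.2 mM calcium. Samples were grouped by their titles and the paper's methods. For the CTLi RNA-Seq samples the treatment field names the SPT6 siRNA, against their titles and the methods, and they were used as CTLi.

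For RNA-Seq the authors aligned reads to the GENCODE v19 transcriptome of hg19 with TopHat2, left out genes with fewer than 10 reads, and deposited RPKM values on the log2 scale for the genes their ANOVA in Partek had called. The paper gives an FDR under 0.05 in its methods and under 0.01 in its results; 0.01 and a 2-fold change were used. RPKM carries no depth, and low values were fractional estimates, so no count test was run. No unused column of per-sample values was left in the table. The lowest value of the table, 1e-08 RPKM, was taken to stand for 0, and 17 genes were at it, or within 2-fold of it, in at least 1 sample. Correlations between samples left out genes with any log2 RPKM under -10.

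For the peak lists the authors' peak caller or pipeline wrote the score that was deposited with each peak, after trimming, alignment to hg19, removal of duplicates and peak calling by MACS. One list per condition was used, so peak results carry no replicate error. For ChIP-Seq the paper's text names the pipeline but not how replicates were combined; for ATAC-Seq it states that overlapping peaks of different samples were merged before the differential test. The lists of Pol II in SPT6i and of ATAC-Seq hold scores from 540 up, the others from 20 or 40 up. ATAC-Seq lists repeat positions, and each position was counted once. There were 4 peak lists of phosphorylated Pol II that were not used. Supplementary Data 1 to 7 were held only in part and entered no test. The travel ratio, the DiffBind test, the motif search with its background, the gene ontology and tissue queries and the comparison with other published RNA-Seq were not repeated here.

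From the log2 RPKM values, limma 3.58.1 in R 4.3.3 (lmFit and eBayes) compared SPT6i with CTLi, 2-sided, with Benjamini-Hochberg adjustment over the listed genes. Because these had been called before, both the adjustment and the shared variance estimate rest on a preselected table. The step was tested on simulated data for 5740 genes, of which 200 were changed by 2 on the log2 scale: 177 (88.5%) were recovered with 1 false call. The genes named were every gene the paper names for an assay, and the 5 with the largest rise and the 5 with the largest fall among called genes whose groups did not overlap and that reached a mean of 1 RPKM in one group. The rule for peaks, the 3 strongest of each list, could not be applied because scores tied at the top. A few items that the paper names are not reported here.

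Peaks were compared with bedtools 2.31.1 and Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6), with genes of GENCODE lifted to hg19. Of the 5740 listed genes, 5587 (97.3%) were matched to an annotated gene, 91 of them by another name. The longest transcript of a gene was used; the promoter proximal region ran from 50 bp upstream to 300 bp downstream of the start and the gene body from there to 1 kb past the end. Shares of genes were compared by a 2-sided Fisher's exact test, with 95% Wilson intervals, gene lengths by 100000 permutations, and medians of cover by 2000 bootstrap draws over genes. Motifs were searched as consensus sequences in 500 bp about the peak. In 200 simulated draws with a known odds ratio, 193 intervals held it.

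The alternatives set before the data were examined covered the pseudocount, a filter on low values, the threshold, moderation, scaling by total RPKM, the replicate block, leaving out each sample, the overlap asked for, a stricter list, lists of equal size, merged peaks, the choice of transcript, gene filters and the chromosomes used. Scaling by the share of reads outside the lowered genes and annotation by protein-coding genes alone were added after the values were seen.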

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

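The test of SUPT5H, SUPT16H and SSRP1 against the read shares and the scaling by the share of reads outside the lowered genes were tests chosen after the values were seen.

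The elongation factor genes SUPT5H, SUPT16H and SSRP1, which the paper knocked down in its screen but does not discuss in the SPT6i RNA-Seq, were higher in SPT6i, with log2 fold changes of 1.24 (standard error 0.124), 1.28 (standard error 0.147) and 1.15 (standard error 0.133) and every SPT6i sample above every CTLi sample. Loss of abundant transcripts raises the RPKM of all others, and the shift estimated from read shares was 1.01. The smallest of the 3 changes, 1.15, lay within 1 standard error of the upper end of the range of that shift over pairs of samples (0.921 to 1.09). SUPT5H and SUPT16H lay above that end by more than 1 but less than 2 standard errors. Taken over genes outside the table the shift was 0.312, which all 3 changes exceed, but those genes were left out of the table for want of a called change, so this value does not decide. With the samples scaled by the share of reads outside the lowered genes, the changes were 0.23, 0.26 and 0.14 and none passed 2-fold. This scaling takes the same amount from every gene, so that outcome restates the shift and does not decide either. A rise in response to SPT6 loss and this shift therefore cannot be told apart for these 3 genes, since the RPKM table holds no unchanged genes to scale by.

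P2RY11, GPR37L1, TNFSF15 and LINC01132 had the largest rises in SPT6i among called genes of at least 1 RPKM in one group that the paper does not discuss, with log2 fold changes of 14.66, 8.92, 8.71 and 7.99. All started near 0 in CTLi, where the log2 scale without a pseudocount stretches a change: with a pseudocount of 1 they were 1.79, 2.97, 3.49 and 2.42, in the same direction and past 2-fold. After scaling by the read share they were 13.65, 7.90, 7.70 and 6.98, so the shift of 1.01 is not their whole cause. P2RY11 overlaps EIF3G on the other strand and the readthrough gene PPAN-P2RY11, and shared reads may contribute to its value; this was not tested and stays open. No biological explanation beyond the knockdown itself was tested.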

How the results depend on the processing

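Scaling by the share of reads outside the lowered genes was chosen after the values were seen, as was annotation by protein-coding genes alone.

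Counts of RNA-Seq genes stayed within 1.5 times their value under the trend, no moderation, the other thresholds of FDR 0.05 and of 1.5-fold, and pseudocounts for higher and lower genes. Exceptions were 1490 higher genes at 4-fold, which a stricter threshold brings by construction, 948 lower genes after division by total RPKM and 1466 higher genes after scaling by the share of reads outside the lowered genes, which took the share of called genes that were higher from 74.5% to 50.0%. The number at least 10-fold higher moved more: 216 with a pseudocount of 0.1, 60 with a pseudocount of 1 and 257 among genes with a mean of at least 1 RPKM, since these settings shrink or remove genes near 0, and 1249 after division by total RPKM and 197 after scaling by the read share. Leaving out 1 sample at a time gave 4130 to 4224 higher, 1443 to 1456 lower and 445 to 507 genes at least 10-fold higher. Scaling by RPL32 was not run because the gene is not listed.

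With the replicate number as a block, 4275 genes were higher, 1465 lower and 472 at least 10-fold higher, as without it. Samples with the same number did not deviate together (correlations of -0.0470, -0.0529 and 0.0119 across 5721 genes), so the numbers do not pair the samples. Across 41 named genes and the alternatives, 562 of 571 fits kept direction and side of the threshold and 9 fell below 2-fold: DSG3, OVOL1, POU2F3, CEBPB and KRT80 after division by total RPKM, CLDN3 with a pseudocount of 1, and SUPT5H, SUPT16H and SSRP1 after scaling by the read share. None changed direction. Of 1116 values of Pol II cover at named genes under the alternatives, 191 moved and 925 did not.

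When 50% of both peaks had to overlap, 9869 peaks were shared between proliferation and differentiation and 2431 between SPT6 and Pol II. Among peaks at or above the median score, 10642 proliferation and 12083 differentiation peaks were shared, as were 7196 SPT6 and 4502 Pol II peaks; fewer peaks enter by construction. Merging peaks within 1 kb left 7627 shared SPT6 peaks. The correlation of SPT6 and Pol II scores was 0.327 in lists of equal size; the cause was not tested. Shared ATAC-Seq positions and the direction of the motif odds ratios held under the alternatives run for them.

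The odds ratio of SPT6 binding between lowered and raised genes reversed, to 0.909 (95% interval 0.776 to 1.06, which includes 1), when the centre of a peak had to lie within 1 kb of the start; the cause was not tested. Under the other alternatives it was 1.23 to 1.42. With only genes of at least 1 kb and 2 kb from another gene, 3722, 4003 and 3456 genes had a promoter proximal Pol II peak in proliferation, differentiation and SPT6i, since fewer genes enter.

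The median body cover in differentiation minus proliferation was -1.24 among peaks at or above the median score, -1.25 for isolated genes, -1.54 for the body from 1 kb on, and -0.802 in lists of equal size, always the same sign. At SPT6-bound genes, differentiation minus SPT6i was 1.71, 2.39 and 4.62 in the first 3 of these settings, 4.45 with the most upstream start, and -0.113 in lists of equal size, a reversal. The first list has more peaks, which this last setting removes by construction. The peak lists carry no depth, and for RNA-Seq the paper gives only an approximate read number per sample. No result could therefore be weighed by depth.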

Differences from the paper's values

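The average Pearson correlation between CTLi and SPT6i RNA-Seq samples was 0.619 here against the paper's 0.44. It covers the 5721 listed genes with a log2 RPKM of at least -10 in every sample. No alternative set before the data were examined gave another correlation for this measure.

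The Pearson correlation of SPT6 with Pol II was 0.352 here, from peak scores at shared peaks, against the paper's 0.88, which is on read signal. The alternatives set before the data were examined gave 0.346 for peaks at or above the median score, 0.327 for lists of equal size and 0.351 for chromosomes 1 to 22 and X, and none closed the gap.

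The paper describes paused Pol II at the promoter of GRHL1 in progenitor cells, and the proliferation list has no peak on that gene. Of the 14 transcription factors it places among paused genes, 7 had a promoter proximal peak in that list, 2 a peak in the body alone and 5 none. It lists DSG3 as paused in progenitor cells, and proliferation peaks covered 92.7% of its body. The paper's paused genes include moderately paused ones, so wide cover of the body does not exclude pausing. The median share of gene body under peaks was lower in differentiation (2.58%) than in proliferation (5.08%), while the paper describes fewer paused genes in differentiation. In lists of equal size the difference was -0.802 percentage points. Cover by peaks is not a travel ratio, which sets read density in the body against that at the promoter. The 2 measures are therefore unlike, and the lower cover does not contradict the paper.

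Of intestinal genes that the paper names as upregulated in SPT6i tissue, FOXA1, CDHR2, AGR2, EPCAM, TSPAN1 and CLDN3 were higher, and MUC2, LGR5, VIL1 and CDX2 are not among the 5740 genes of the deposited table. ABCA12, whose expression the paper describes as lost, is not among them either.

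The paper describes accessibility gained near FOXA1, CDHR2 and EPCAM in SPT6i. Near FOXA1 and CDHR2 the SPT6i list had 0 positions of its own while the CTLi list had 3 at each, and near EPCAM each list had 3 (within 50 kb of the gene). It describes a slight increase of accessibility at the starts of lowered genes and a large one at raised genes; the share of lowered genes with a peak was 84.4% in CTLi and 80.9% in SPT6i, and that of raised genes 88.9% in both. The mean share of the start region under peaks went from 46.7% to 45.3% at lowered genes and from 54.1% to 55.8% at raised genes. The paper's statements are on read signal, and called peaks do not show how strong a signal is. The measures are therefore unlike, for the starts of genes and for the positions near FOXA1, CDHR2 and EPCAM alike. The paper describes FOSL2 sites as enriched in less accessible regions. Here the AP-1 consensus lay in 18.8% of the positions of the CTLi list alone and 34.4% of those of the SPT6i list alone. In the former, the consensus with its bases reordered lay in 7.35%. The paper's motif search with its background was not repeated here, so the lower share in CTLi alone does not contradict it.

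Shares by annotation did not differ from the paper's by more than 1.5 times, and annotation by protein-coding genes alone, chosen after the values were seen, gave nearer ones in most cases: 83.3% of SPT6 peaks lay in genes against the paper's 83% and 87.7% by protein-coding and lncRNA genes. For positions of the CTLi list alone it gave 44.1% in introns against the paper's 44.78% for less accessible regions, and 46.0% between genes against 42.29%. For positions of the SPT6i list alone it gave 44.9% in introns against the paper's 45.87% for more accessible regions, and 48.4% between genes against 44.21%.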

Other observations

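The counts of other splits of the samples and the comparison of upper quartiles of cover were tests chosen after the results were seen.

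Lowered genes took an estimated 54.0% ± 2.53 of the reads in CTLi and 7.02% ± 0.479 in SPT6i (SD, n = 3 each; from RPKM and gene length of the matched genes). As RPKM is relative to all reads, this loss alone raises the other genes by 1.01 on the log2 scale (0.921 to 1.09 over pairs of samples), and a shift of 1.02 would bring the number of higher genes to that of lower genes. The excess of higher genes in SPT6i and this shift cannot be told apart, because the table lists only genes already called. Taken over unlisted genes alone the shift was 0.312. Of the 10 splits of the 6 samples, 1, the real one, gave as many called genes, and 1 as many genes changed at least 10-fold. The listed genes had been chosen for their difference in the real split, so this comparison cannot decide on chance. In addition, 3 against 3 samples cannot give a share under 10%.

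SPT6 peaks lay more often on lowered than on raised genes, and gene length does not account for the whole difference. The odds ratio was 1.20 (1.06 to 1.36) within 10 classes of gene length. Within 10 classes of mean RPKM it was 1.32 (1.16 to 1.51). That mean is over CTLi and SPT6i samples together, so within a class lowered genes tend to have the higher CTLi expression. Expression in control cells is therefore not adjusted for and stays open as a cause. As a hypothesis, a need for SPT6 that grows with gene length would make lowered genes longer. Their median length was 27.2 kb against 29.6 kb for raised genes, with a difference of -0.0366 in median log10 length (95% interval -0.0818 to 0.00842; permutation p = 0.0807), which leaves the question open.

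At SPT6-bound genes, Pol II peaks covered a median of 10.8% of the gene body in the differentiation list, from cells without siRNA, and 5.12% in the SPT6i list. The paper's comparison is with CTLi, which was not analysed here. A smaller list is a candidate explanation: with as many peaks, highest-scoring first, the differentiation list covered 5.01%, a difference of -0.113 (-0.530 to 0.350). With all peaks the upper quartile was 40.4% against 17.7% (difference 22.6, 20.4 to 25.0). With as many peaks it was 28.2% against 17.7% (difference 10.5, 8.18 to 12.7). List size could thus account for part of the gap at the most covered genes, but not for all of it. Differences in how each list was filtered were not tested. The SPT6i list is also not the one tabulated in the paper's Supplementary Data 6B, which has 7945 peaks against 11403. At OVOL1, peaks covered the whole gene in both lists.

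The P63 consensus was more frequent in ATAC-Seq positions of the CTLi list alone. Among positions with a score of 1000 the odds ratio was 5.60. As 80.9% of the CTLi and 80.4% of the SPT6i positions tie at that score, it does not single out strong peaks. Weak peaks as the cause therefore stay open. A consensus with the bases reordered was found in 1 and 2 positions (odds ratio 0.488, 0.0442 to 5.38), too few to decide on base composition. TP63 RNA fell in SPT6i tissue, and the paper reports loss of P63 protein. That this loss caused the difference in the consensus is a biological hypothesis that was not tested further. The direction of the difference rests on the labels of the 2 lists.

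Near FOXA1 and CDHR2 the positions of one list alone were all in CTLi. An exchange of the 2 lists was considered. Positions of the CTLi list alone lay within 50 kb of the start of lowered genes for 10.9%, against 7.45% for SPT6i, and of raised genes for 17.2% against 16.6%, an odds ratio of 1.42 (1.30 to 1.55). This goes against an exchange only if accessibility follows expression, which the paper disputes for lowered genes. The P63 consensus goes with the labels. The AP-1 consensus lay in 18.8% of positions in CTLi alone and 34.4% in SPT6i alone. This does not decide, since the paper's motif search with its background was not repeated. The shares near raised genes were nearly the same in both lists and favour neither reading. The paper's text gives the larger share to less accessible regions. Against this, the sheet of Supplementary Data 7 labelled as lost accessibility holds fewer regions than the sheet labelled as gained. Both sheets were held only in part. The labels as given and an exchange therefore cannot be told apart, since no value depends on the labels alone. No biological explanation was tested.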
